# Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways

**DOI:** 10.1093/jxb/erw361

**Published:** 2016-10-04

**Authors:** Qili Fei, Li Yang, Wanqi Liang, Dabing Zhang, Blake C. Meyers

**Keywords:** Anther, Argonaute, microRNA, phasiRNA, rice, spikelet.

## Abstract

Dissection of the genetic pathways and mechanisms by which anther development occurs in grasses is crucial for both a basic understanding of plant development and for examining traits of agronomic importance such as male sterility. In rice, MULTIPLE SPOROCYTES1 (MSP1), a leucine-rich-repeat receptor kinase, plays an important role in anther development by limiting the number of sporocytes. *OsTDL1a* (a *TPD1*-like gene in rice) encodes a small protein that acts as a cofactor of MSP1 in the same regulatory pathway. In this study, we analyzed small RNA and mRNA changes in different stages of spikelets from wild-type rice, and from *msp1* and *ostdl1a* mutants. Analysis of the small RNA data identified miRNAs demonstrating differential abundances. miR2275 was depleted in the two rice mutants; this miRNA is specifically enriched in anthers and functions to trigger the production of 24-nt phased secondary siRNAs (phasiRNAs) from *PHAS* loci. We observed that the 24-nt phasiRNAs as well as their precursor *PHAS* mRNAs were also depleted in the two mutants. An analysis of co-expression identified three Argonaute-encoding genes (*OsAGO1d*, *OsAGO2b*, and *OsAGO18*) that accumulate transcripts coordinately with phasiRNAs, suggesting a functional relationship. By mRNA *in situ* analysis, we demonstrated a strong correlation between the spatiotemporal pattern of these *OsAGO* transcripts and phasiRNA accumulations.

## Highlight

Transcriptional analysis (mRNA and small RNA) of rice flower organs demonstrates correlations of 24-nt phased small RNAs with anther maturation and with three small RNA-binding Argonautes.

## Introduction

Rice (*Oryza sativa*), as a major crop, has been widely used as a monocot model species to explore the genetic basis of flower development in higher plants (Yoshida and Nagato, 2011). Rice anther development is one of the major topics studied in rice flower development, and changes in the cytological morphology in different developmental stages of rice anthers have been well-described (Zhang and Wilson, 2009; Zhang *et al.*, 2011). Tapetum and microsporocyte specification is a crucial event in male fertility, occurring at early stages of anther development in plants; a number of genes have been discovered as regulators of cell fate specification (Zhang and Yang, 2014). For example, EXCESS MICROSPOROCYTES 1 (EMS1, or EXTRA SPOROGENOUS CELLS, EXS), a member of the leucine-rich repeat receptor-like kinase (LRR-RLK) family, specifies tapetal identity and limits the number of pollen mother cells (PMCs) in Arabidopsis (Canales *et al.*, 2002; Zhao *et al.*, 2002). The small secreted protein, TAPETAL DETERMINANT 1 (TPD1), has been reported as a ligand of EMS1/EXS with a deterministic role in the cell fate of the tapetum (Jia *et al.*, 2008).

The EMS1/EXS ortholog in rice is MULTIPLE SPOROCYTE (MSP1) (Nonomura *et al.*, 2003), while the ligand protein TPD1 has two TPD1-like orthologs in rice, including OsTDL1A and OsTDL1B, among which OsTDL1A (also known as MICROSPORELESS2, MIL2) may interact with MSP1 (Zhao *et al.*, 2008; Hong *et al.*, 2012). Although *msp1* and *ostdl1a* mutants display defects in anther and ovule development, both show a phenotype of complete male sterility, while partially maintaining female fertility (Nonomura *et al.*, 2003; Hong *et al.*, 2012; Yang *et al.*, 2016). MSP1, as a receptor-like kinase in an upstream signaling pathway, affects many other downstream genes involved in rice anther development. For example, a loss of function of MSP1 will largely down-regulate the expression of other genes involved in rice anther development, such as *Undeveloped Tapetum1* (*UDT1*) and *Tapetum Degeneration Retardation* (*TDR*) (Jung *et al.*, 2005; Li *et al.*, 2006). Maize *MAC1* is the ortholog of *OsTDL1A*, having similar functions in limiting archesporial cell proliferation in maize anthers (Wang *et al.*, 2012). Therefore, the OsTDL1A-MSP1 pathway plays a central role in early stages of rice anther development to simultaneously specify the tapetum and limit the number of pollen mother cells (Zhang and Yang, 2014).

Small RNA pathways play roles in both flower development and gametogenesis in plants. Some conserved miRNAs appear to function similarly in flower development across different plant species, such as Arabidopsis, tomato, petunia, rice, and maize (Luo *et al.*, 2013). In rice, miR172 targets *APETALA2* (*AP2*) genes controlling inflorescence architecture and spikelet meristem identity (Zhu *et al.*, 2009; Lee and An, 2012). A number of rice *SQUAMOSA Promoter Binding Protein-Like* (*OsSPL*) genes, including *OsSPL14*, are targeted by miR156; this pathway has a role in flowering time, panicle architecture, grain yield, and other developmental phenotypes (Xie *et al.*, 2006; Jiao *et al.*, 2010; Miura *et al.*, 2010). Other miRNAs, such as miR159 and miR164, are also reported to be involved in rice floral development (Tsuji *et al.*, 2006; Adam *et al.*, 2011). In addition to miRNAs, *trans*-acting siRNAs (tasiRNAs), dependent on the activities of RNA-DEPENDENT RNA POLYMERASE 6 (RDR6) and DICER-LIKE 4 (DCL4), generated from non-coding transcripts such as *TAS3*, play roles in both vegetative and reproductive development in both rice and maize by targeting genes encoding auxin response factors (ARFs). For example, the rice mutant of *SHOOTLESS2* (*SHL2*), the ortholog of Arabidopsis *RDR6*, displays a severe phenotype of misregulation of adaxial-abaxial polarity patterning in both the lemma and anther (Toriba *et al.*, 2010), while the maize mutant *leafbladeless1 (lbl1*, a loss of function of an *SGS3* ortholog, *SUPPRESSOR OF GENE SILENCING 3*) is defective in tasiRNA biogenesis and shows a pleotropic phenotype, including sterile male inflorescences (Nogueira *et al.*, 2007). The RDR6-dependent small RNA biogenesis pathway not only produces tasiRNAs, but also yields two large populations of phased secondary siRNAs (phasiRNAs) in the reproductive tissues of monocots (reviewed in Fei *et al.*, 2013). Data have suggested that these 21- and 24-nt reproductive phasiRNAs, triggered by miR2118 and miR2275, respectively, may play crucial roles in microgametogenesis in maize, because the accumulation of phasiRNAs shows highly stage-specific patterns in maize anther development (Zhai *et al.*, 2015). In addition, the Argonaute (AGO) protein MEIOSIS ARRESTED AT LEPTOTENE1 (MEL1), previously demonstrated to be essential for sporogenesis in rice anthers (Nonomura *et al.*, 2007), has recently been shown to recruit 21-nt phasiRNAs (Komiya *et al.*, 2014).

In a recent study, we showed that the MSP1-OsTDL1A partners are master regulators of downstream transcription factors that are involved in plant anther development (Yang *et al.*, 2016). Therefore, we hypothesized that loss-of-function of MSP1-OsTDL1A may also cause great downstream changes in non-coding RNAs and small RNAs. Here, we systematically characterized changes in small RNA and mRNA, especially non-coding *PHAS* transcripts, across early developmental stages of rice spikelets in wild-type, *msp1* and *ostdl1a* backgrounds using deep sequencing data. We found comprehensive changes of miRNAs, phasiRNAs, and *PHAS* transcripts in early stages of rice spikelet development. Importantly, the reproductive phasiRNAs displayed stage-specific expression patterns during early stages of anther development, suggesting that the timing of phasiRNA biogenesis is crucial in rice microsporogenesis. Furthermore, phasiRNA and mRNA changes in different developmental stages and mutant backgrounds facilitated the identification of several rice AGOs, in addition to MEL1, that potentially load phasiRNAs.

## Materials and methods

### Plant materials and growth conditions

All the rice plants used in this study were in a genetic background of variety 9522, a *japonica* rice. The two male-sterile mutants, *ostdl1a* and *msp1-4*, are from a rice mutant library made by ^60^Co γ-ray radiation; the molecular details of these mutants are described in Yang *et al.* (2016). Plants were grown in the paddy field of Shanghai Jiao Tong University in China.

### Small RNA and RNA-seq library construction

For small RNA library construction, total RNA enriched for small RNA was extracted. The small RNA faction between 18 to 30 nt in length was collected by gel separation, then ligated to 5′ and 3′ adaptors and purified. These small RNAs were reverse transcribed by RT-PCR and finally amplified via PCR. For RNA-seq libraries, after the total RNA extraction and DNase I treatment, magnetic beads with oligo(dT) were used to isolate mRNA. Mixed with the fragmentation buffer, the mRNA was fragmented into short fragments. The cDNA was synthesized using the mRNA fragments as templates. Short fragments were purified for end repair and single nucleotide A (adenine) addition, ligated to adapters, and then the second strand was degraded using UNG (Uracil-N-Glycosylase). After agarose gel electrophoresis, the suitable fragments were selected for PCR amplification as templates. All the small RNA and RNA-seq libraries were sequenced on an Illumina HiSeq 2000 platform by BGI (BGI-Shenzhen, China).

### Small RNA data analysis

Small RNA sequencing data were preprocessed by removing adapters, and then mapped to the version 7.0 of the rice genome assembly from the Rice Genome Annotation Project Database (http://rice.plantbiology.msu.edu, accessed 23 September 2016) using the program Bowtie (Langmead *et al.*, 2009). Small RNA reads that were mapped to the tRNAs and rRNAs were filtered, and reads mapped to the rice genome from different libraries were normalized to reads per 5 million reads (RP5M) for comparisons. The Bioconductor (www.bioconductor.org) package ‘edgeR’ was used for small RNA differential analysis (*P*<0.05, FDR<0.05). Rice miRNA sequences were downloaded from miRBase (Release 21; http://www.mirbase.org/, accessed 23 September 2016) (Kozomara and Griffiths-Jones, 2014). The R (www.r-project.org, accessed 23 September 2016) package ‘pheatmap’ was used to represent the average abundance of miRNAs from three biological replicates. *PHAS* locus identification was performed using the same method described previously by Zhai *et al.* (2011). Briefly, small RNA sequencing data from different libraries were combined together to increase the sequencing depth for *PHAS* loci identification. A phasing score of 25 was used as a stringent cut-off, followed by a manual check to remove loci producing highly abundant small RNAs in other sizes, which are most likely degradation products from t/rRNAs. The overall phasiRNA abundance for each *PHAS* locus was calculated by summing up the normalized abundance of 21- or 24-nt small RNAs generated from each corresponding 21-*PHAS* and 24-*PHAS* locus.

### RNA-seq data analysis

Paired-end strand-specific RNA-seq reads (90bp × 2) were mapped to the rice genome sequences allowing no more than two mismatches using ‘Tophat’ (Trapnell *et al.*, 2009). The BAM files generated by ‘Tophat’ were sorted and indexed using ‘SAMtools’ (Li *et al.*, 2009), and then visualized via Integrative Genomics Viewer (IGV) (Robinson *et al.*, 2011). The program ‘Cufflinks’ (Trapnell *et al.*, 2012) was used for transcriptome assembly, differential analysis of gene expression, and calculation of the FPKM value (fragments per kilobase of transcript per million mapped reads). For differential analysis of gene expression, we used ‘q-value<0.01’ and ‘fold change > 2’ as cut-offs. Bar graphs and line charts representing FPKM values of gene expression were plotted using the Bioconductor package ‘cummeRbund’ (Trapnell *et al.*, 2012).

### Microarray data analysis

Gene lists were inputted into the webserver Rice Oligonucleotide Array Database (http://www.ricearray.org/, accessed 23 September 2016; Cao *et al.*, 2012). Specific public microarray datasets were selected to acquire the abundance values of each gene. The normalized gene expression values were further visualized as heatmaps using the R package ‘pheatmap’.

### *In situ* hybridizations

Freshly collected samples were fixed in formalin-acetic acid-alcohol (FAA) and dehydrated in a series of graded ethanol concentrations; these samples were then infiltrated with Histo-clear II, embedded in Paraplast Plus, and subsequently processed into 6-μm thick sections using a Leica RM2245 rotary microtome. Templates for RNA probe synthesis were amplified by PCR from the cDNA. Probes were transcribed *in vitro* under the T7 promoter with RNA polymerase, using the DIG RNA labeling kit (Roche). The RNA *in situ* hybridizations were carried out as described by Kouchi and Hata (1993) and Li *et al.* (2006). The forward and reverse RT-PCR primers were as follows: *OsAGO1d*, 5′-GCAATACCACCCACAAGGAC-3′ and 5′-GGTTCCAATACTCCCACTTCC-3′; *OsAGO18*, 5′-CAGTAT AACAGTACGGAACGC-3′ and 5′-TGTCATTACAACAAGTAG GAGG-3′.

### Accession numbers

RNA-seq and small RNA data are available from Genbank, under GEO accession number GSE77300.

## Results

### Comparative analysis of small RNAs in spikelets of wild-type and mutant rice

Small RNAs play crucial roles in mediating both transcription and translation, with different classes distinguishable by their distinct biogenesis pathways (Axtell, 2013). The recent discovery of reproductive phasiRNAs in monocots indicates that this special class of small RNAs may be important for male reproduction, although the underlying mechanism remains to be elucidated (Johnson *et al.*, 2009; Song *et al.*, 2012; Zhai *et al.*, 2015). To assess small RNA and mRNA changes across different stages of rice spikelet development and to understand how they are impacted by perturbation of the OsTDL1A-MSP1 pathway, we prepared small RNA and RNA-seq libraries from spikelets of wild-type rice cultivar 9522, and the mutants *msp1-4* (‘*msp1*’ hereafter) and *ostdl1a* [library information is listed in Supplementary Table S1 at *JXB* online; mutant information is described in Yang *et al.* (2016), and is also shown in Supplementary Fig. S1]. 

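Small RNAs were sequenced from spikelets of wild-type rice and of the *msp1* and *ostdl1a* mutants at stages 3, 5 and 7, with 3 biological replicates per genotype and stage, 27 libraries in all. For each library the authors deposited the number of reads counted for every distinct small RNA sequence after adapter removal. These counts were neither normalized nor limited to sequences that match the genome, and each library's counts summed exactly to the total reads that Supplementary Table S1 gives for it. Between 5013715 and 5380262 reads were counted per library, with a median of 5358885, on 1859116 to 2998635 distinct sequences. The 9 stage 7 libraries held 5013715 to 5024297 reads, fewer than each of the 18 libraries of stages 3 and 5, which held at least 5353223. Library size therefore follows the stage, and a difference in sequencing between stage 7 and the earlier stages cannot be told apart from the stage itself. Within a stage, the mean library sizes of wild-type and mutants differed by at most 0.074%. Abundances are given as reads per 5000000 reads (RP5M). The denominator was the library's number of genome-matched reads less its reads from tRNA, rRNA, snRNA and snoRNA, both taken from Supplementary Table S1, which left 4057160 to 4859541 reads per library. At this depth 3 reads, taken as the smallest detectable amount, corresponded to 3.09 to 3.70 RP5M. The reads carry no molecular identifiers, so intervals and detection limits cover counting error only. miRNAs were counted as exact matches to the 553 distinct mature sequences of rice in miRBase release 21, of which 359 had at least 1 read, and 4.15% to 8.43% of the reads of a library matched 1 of them. Differences in miRNA counts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and single values with two-sided exact permutation tests of the library labels. Replicates were treated as independent, and the replicate number was entered as a block only in an alternative to each comparison. Libraries of different genotypes at stage 7 with the same replicate number had a mean correlation across miRNAs of 0.296 once each genotype's mean was removed, and at stage 5 it was 0.003. The values for different replicate numbers, -0.142 and -0.004, are tied to these, because removing the mean makes the 3 residuals sum to 0. No chance distribution was computed for 0.296, so that it does not decide whether replicate numbers pair libraries.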

We performed three biological replicates for each genotype and stage. The lengths of rice spikelets correspond to different anther developmental stages (Fig. 1). Specifically, stage 3 (0.15–0.2mm), stage 5 (0.25–0.3mm), and stage 7 (0.4–0.45mm) of rice anthers correspond to 0.5–0.6mm, 1.0–1.5mm, and 2.5–3.0mm rice spikelets, respectively (Zhang *et al.*, 2011) (Fig. 1A); hereafter, we will refer to these sizes of rice spikelets as stage 3, stage 5, and stage 7 spikelets, respectively. Samples were collected at these three stages because MSP1 and OsTDL1A mainly function at early stages (stage 3 to stage 5) of rice anther development (Yang *et al.*, 2016), while stage 5–7 is an important stage at which meiocytes start meiosis (Zhang *et al.*, 2011).

**Fig. 1.**
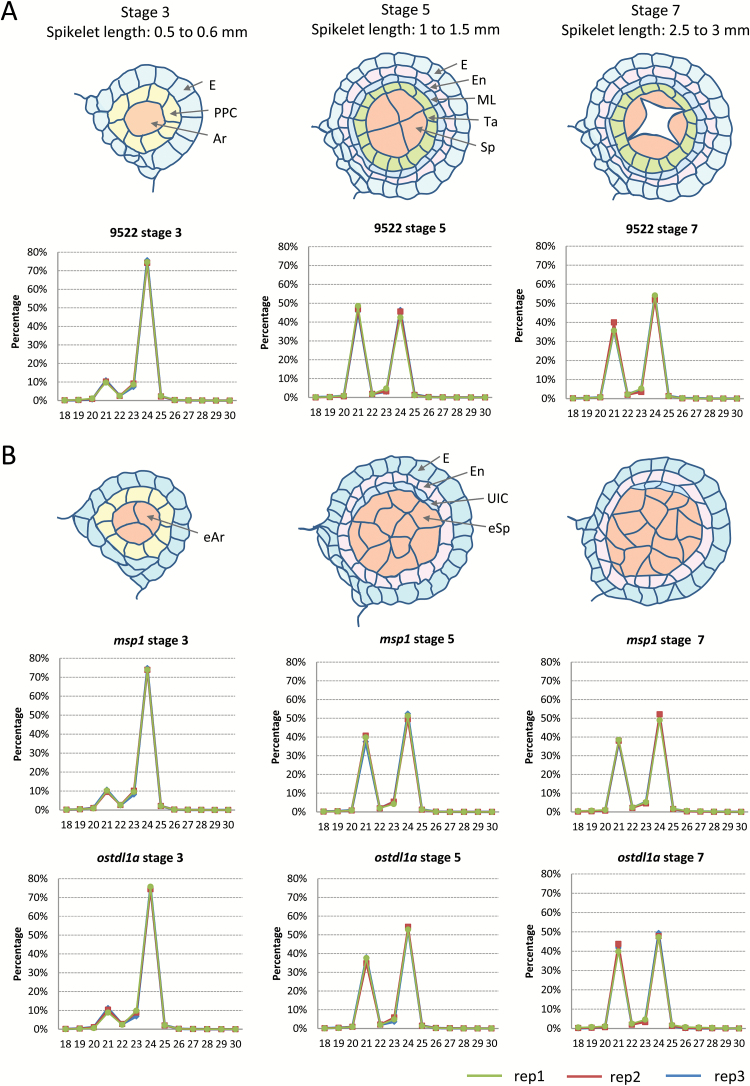
Small RNA size distribution in different developmental stages and backgrounds of rice spikelets. (A) Schematic representation of rice anther structures in different stages of spiklets of wild-type rice. Each layer of cells is indicated by an arrow: epidermis (E); primary parietal cell (PPC); archesporial cell (Ar); endothecium (En); middle layer (ML); tapetum (Ta); sporogenous cell (Sp). Small RNA size distributions in the different stages of wild-type rice spikelets are shown below. (B) Schematic representation of rice anther structures in different stages of spiklets of the *msp1* and *ostdl1a* mutants. Excessive archesporial cell (eAr); unknown identity cell (UIC); excessive sporogenous cell (eSp). Small RNA size distributions in the different stages of the mutant spikelets are shown below.

Sequencing reads of small RNAs were aligned to the rice genome and normalized to 5 million (5M), and the distribution of lengths in different stages was analyzed. The three replicates were nearly identical (Fig.1). 

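The 3 replicates of a genotype and stage were compared in 27 pairs of libraries. The largest difference in the share of any length between 20 and 25 nt was 0.49 to 4.06 percentage points, with a median of 1.98. Across miRNAs, the log2 RP5M values of a pair (pseudocount 1) had a Pearson's r of 0.968 to 0.994, with a median of 0.986, and a Spearman's rho of 0.93 to 0.989, with a median of 0.972; miRNAs are not independent replicates. Tests of genotypes and stages took their error from the spread between replicates.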

The 24-nt small RNAs account for ~75% of all small RNAs at stage 3 in wild-type rice. 

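In wild-type spikelets at stage 3, 24-nt reads made up 74.2% ± 0.742 (SD, n = 3) of the reads of 18 to 30 nt, and the 3 libraries ranged from 73.6% to 75.0%. The 21-nt reads made up 9.79% ± 0.564 (SD, n = 3) and the 23-nt reads 8.61% ± 0.911 (SD, n = 3). The shares were computed over all reads of these lengths, not over genome-matched reads, because the counts are not marked by genome match. The 95% Wilson interval of a share in a single library was 0.047 to 0.088 percentage points wide, far narrower than the spread between replicates. In units of abundance, the 24-nt class summed to 4228662 ± 38610 RP5M (SD, n = 3) and the 21-nt class to 558045 ± 27130 RP5M (SD, n = 3). The 24-nt share at stage 3 was 73.5% ± 0.505 (SD, n = 3) in *msp1* and 74.6% ± 0.688 (SD, n = 3) in *ostdl1a*.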

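At stage 5 the 21-nt reads of wild-type spikelets made up 45.4% ± 1.62 (SD, n = 3) and the 24-nt reads 45.3% ± 2.09 (SD, n = 3), so that the means of the 2 classes differed by less than the spread between replicates. In replicate 1 the shares were 43.8% (95% Wilson interval 43.7% to 43.8%) for 21 nt and 46.9% (95% Wilson interval 46.9% to 46.9%) for 24 nt. In replicate 2 they were 45.4% (45.4% to 45.5%) and 46.1% (46.0% to 46.1%), and in replicate 3 they were 47.0% (47.0% to 47.1%) and 42.9% (42.9% to 43.0%). The 24-nt class was thus the larger in 2 libraries and the 21-nt class in 1. As an abundance, the 21-nt class rose from 558045 RP5M at stage 3 to 2532080 ± 68190 RP5M (SD, n = 3) at stage 5, while the 24-nt class dropped to 2525933 ± 136800 RP5M (SD, n = 3). The 24-nt share fell by 28.9 percentage points between the stages in a two-sided exact permutation test with p = 0.1, the smallest p that 3 libraries against 3 allow.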

Interestingly, with the development of spikelets, there was a shift in the predominant size class, with 21-nt small RNAs the largest proportion (nearly 50%) in the profile at stage 5. In stage 7, the proportion (~55%) of 24-nt small RNAs was once again larger than the 21-nt counterpart (<40%), but was far smaller than that in stage 3. 

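At stage 7 the 24-nt reads of wild-type spikelets made up 54.4% ± 1.13 (SD, n = 3) and the 21-nt reads 34.5% ± 2.19 (SD, n = 3). The 24-nt share was 9.12 percentage points higher than at stage 5 and had decreased by 19.8 percentage points from stage 3. The libraries did not overlap in either comparison (two-sided exact permutation test, p = 0.1 each, the smallest possible for 3 libraries against 3). Among the alternatives, counting each distinct sequence once in place of its reads moved these values most. The 24-nt share then fell by 0.477 percentage points from stage 5 to stage 7 (exact permutation p = 0.7), the opposite direction, and fell by 3.06 percentage points from stage 3 to stage 5. With each library left out in turn, the rise from stage 5 to stage 7 stayed between 7.94 and 9.92 percentage points.

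**Figure D1:**
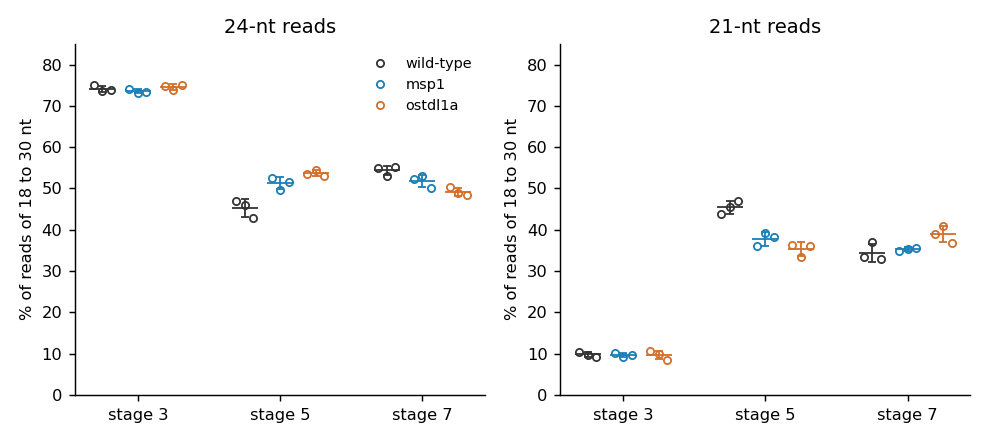
Share of reads of 21 nt and of 24 nt, in percent of the reads of 18 to 30 nt, by stage for wild-type, *msp1* and *ostdl1a* spikelets. Points are the 3 libraries of each group, dashes their mean and bars the SD. The 24-nt share of wild-type drops from 74.2% at stage 3 to 45.3% at stage 5 and is 54.4% at stage 7.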

The fluctuation of small RNA percentages in different sizes that accompanied spikelet development may represent shifts in small RNA biogenesis and transcriptome changes in rice reproductive tissues, consistent with prior reports in maize (Zhai *et al.*, 2015). Similar to the wild-type spikelets, in the two mutants changes in small RNA size proportions occurred more significantly in the transition from stage 3 to stage 5 than from stage 5 to stage 7. 

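In *msp1* the 24-nt share fell by 22.2 percentage points from stage 3 to stage 5 and changed by 0.469 points from stage 5 to stage 7, from 51.3% ± 1.46 to 51.8% ± 1.55 (SD, n = 3 each). In *ostdl1a* it fell by 20.9 points and then by another step of -4.55 points, from 53.7% ± 0.655 to 49.2% ± 0.966 (SD, n = 3 each). The first step had an exact permutation p of 0.1 in both mutants, and the second a p of 0.7 in *msp1* and 0.1 in *ostdl1a*, where 0.1 is the smallest two-sided p possible. The 21-nt share rose by 28.2 points in *msp1* and 25.6 points in *ostdl1a* from stage 3 to stage 5. From stage 5 to stage 7 it changed by -2.57 points in *msp1* and by 3.66 points in *ostdl1a*. The change of the 24-nt share from stage 5 to stage 7 was 9.12 points in wild-type and -2.04 points on average in the mutants. This difference of -11.2 points had p = 0.000142 when genotype labels were exactly permuted within each stage over 7056 arrangements, and a Benjamini-Hochberg value of 0.00227 over 16 such tests. The paper states that the mutants resembled the wild-type in that size proportions changed more from stage 3 to stage 5 than from stage 5 to stage 7.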

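The 21-nt share at stage 5 was 37.9% ± 1.69 (SD, n = 3) in *msp1* and 35.3% ± 1.70 (SD, n = 3) in *ostdl1a*, against 45.4% ± 1.62 (SD, n = 3) in wild-type. The 6 mutant libraries had a mean of 36.6% ± 2.06 (SD, n = 6), a difference of -8.84 percentage points from wild-type. All 6 lay between 33.3% and 39.3%, below the lowest wild-type library at 43.8%. The two-sided exact permutation test gave p = 0.0119, the smallest p that 3 libraries against 6 allow. With labels permuted only within a replicate number as a block, p was 0.037, the smallest of its 27 arrangements. Counting distinct sequences in place of reads moved the difference most, to -0.90 points (exact permutation p = 0.0357). Without the reads that match miRBase sequences the difference was -8.81 points. The class also differed in abundance, with 2532080 RP5M in wild-type against 2114636 ± 86070 RP5M in *msp1* and 2006090 ± 89420 RP5M in *ostdl1a* (SD, n = 3 each). At stage 7 the 24-nt share was 54.4% ± 1.13 in wild-type, 51.8% ± 1.55 in *msp1* and 49.2% ± 0.966 in *ostdl1a* (SD, n = 3 each).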

The only apparent difference was a reduction in the proportion of 21-nt small RNAs in the mutants in stage 5 spikelets (Fig. 1B). To investigate this difference, and others less readily apparent, we checked the levels of small RNAs that are often 21 nt in length, miRNAs and phasiRNAs.

### miRNA expression patterns in different developmental stages of rice spikelets

A number of miRNAs have characterized roles in plant development, targeting several families of transcription factors or other development-related genes (Jones-Rhoades *et al.*, 2006; Chen, 2009). miRNAs, such as miR156 and miR172, have been proven to control flower development at a post-transcriptional level in both Arabidopsis and rice (Aukerman and Sakai, 2003; Chen, 2004; Xie *et al.*, 2006; Wu *et al.*, 2009*a*; Zhu *et al.*, 2009; Jiao *et al.*, 2010; Lee and An, 2012). Therefore, the expression patterns of miRNAs are important to our understanding of rice spikelet development.

Genome-wide differential analysis of miRNA expression was performed in wild-type rice across different stages of spikelet development (see Supplementary Tables S2 and S3). 

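For each comparison, the miRBase counts of the libraries compared were fitted with edgeR's quasi-likelihood model on the genome-matched library sizes without tRNA, rRNA, snRNA and snoRNA reads. The fit covered the miRNAs that passed edgeR's expression filter with a minimum count of 10, between 128 and 161 miRNAs depending on the comparison. An adjusted p under 0.05 (Benjamini-Hochberg) was taken as the threshold, with no minimum fold change. Standard errors are approximate, the absolute log2 fold change divided by the square root of the test's F statistic. In wild-type spikelets, the largest increases from stage 3 to stage 5 were those of miR2275d, miR5509 and miR396c-3p. Their log2 fold changes were 9.14 (standard error 0.79, adjusted p = 7.23e-05), 6.75 (standard error 0.27, adjusted p = 5.52e-07) and 5.92 (standard error 0.49, adjusted p = 1.1e-05). The miR2275 family had 0 reads in wild-type at stage 3. The value for miR2275d is therefore not a measured ratio, and its size, rank and standard error carry no meaning. miR5509 rose from 11.0 ± 2.43 to 1195 ± 206 RP5M (SD, n = 3 each). The largest decreases were those of miR172a, miR167c-3p and miR172b, with log2 fold changes of -2.33, -2.02 and -2.01. From stage 5 to stage 7, miR5792 had the largest increase, from 4.83 ± 5.70 to 2811 ± 1150 RP5M (SD, n = 3 each), a log2 fold change of 9.14 (standard error 0.58, adjusted p = 1.38e-07). miR827 and miR5790 followed with 2.23 and 2.06, and miR2118g, miR2118b and miR5495 had the largest decreases, -1.75, -1.74 and -1.65.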

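In wild-type spikelets, 88 of the 153 miRNAs tested differed between stage 3 and stage 5, 63 higher and 25 lower at stage 5. Between stage 5 and stage 7, 50 of 154 differed, 24 higher and 26 lower at stage 7. Between stage 3 and stage 7, 110 of 159 differed, 74 higher and 36 lower. In all 88 of the first comparison, the 3 libraries of one stage did not overlap with those of the other, as in 48 of the 50 and 105 of the 110 of the other two. The median absolute log2 fold change of the miRNAs past the threshold was 2.84 from stage 3 to stage 5 and 1.20 from stage 5 to stage 7. Apart from leaving out a library, the alternative that changed these total counts most was a single fit of all 27 libraries, with 102 miRNAs from stage 3 to stage 5 and 64 from stage 5 to stage 7. The split by direction also moved with the scaling, and DESeq2 gave 58 higher and 41 lower from stage 3 to stage 5. With each library left out in turn, the number from stage 5 to stage 7 was between 24 and 48.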

From stage 3 to stage 5, >60 miRNAs increased significantly, while only 18 miRNAs decreased during the same time period; from stage 5 to stage 7, the numbers of miRNAs with significantly different levels (up or down) were both fewer than 20 (Fig. 2A; Table 1). 

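In *msp1*, 89 miRNAs differed from stage 3 to stage 5 (60 higher, 29 lower), 69 from stage 5 to stage 7 (38 higher, 31 lower) and 109 from stage 3 to stage 7 (75 higher, 34 lower). In *ostdl1a* the counts were 75 (54 higher, 21 lower), 54 (39 higher, 15 lower) and 99 (75 higher, 24 lower). The excess of higher over lower miRNAs depended on the scaling. From stage 3 to stage 7, TMM factors gave 61 higher and 49 lower in *ostdl1a*, and 62 higher and 51 lower in *msp1*. Of the miRNAs that differed from stage 3 to stage 5, 78 of the 89 in *msp1* and 68 of the 75 in *ostdl1a* also differed in wild-type, all in the same direction. From stage 5 to stage 7, 35 of 69 in *msp1* and 27 of 54 in *ostdl1a* were shared with wild-type. From stage 3 to stage 7, 85 of 109 and 79 of 99 were shared, and 1 miRNA of *ostdl1a* had the opposite direction. Across miRNAs, which are not independent replicates, the log2 fold changes of *msp1* and wild-type had a Pearson's r of 0.969 from stage 3 to stage 5 and 0.798 from stage 5 to stage 7. For *ostdl1a* and wild-type the values were 0.963 and 0.799. With the replicate number as a block, the count of *msp1* from stage 5 to stage 7 was 44 in place of 69. The paper proposes from the similar sets that the male sterile phenotype has a limited impact on miRNA levels.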

Comparing different stages in the *msp1* and *ostdl1a* mutant backgrounds, similar sets (both qualitatively and quantitatively) of differentially accumulating miRNAs were observed, suggesting that the male sterile phenotype of these mutants has a limited impact on miRNA levels, relative to the wild-type. This was further confirmed by the observation that very few miRNAs were identified as significantly different in their levels when comparing the two mutants with the wild-type (Table 1). 

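Compared with wild-type at the same stage, *msp1* had 0 miRNAs past the threshold at stage 3, where 22 of 128 had an unadjusted edgeR p under 0.05, then 2 of 150 at stage 5 and 25 of 154 at stage 7. For *ostdl1a* the counts were 4 of 128 at stage 3, 3 of 151 at stage 5 and 39 at stage 7. With the 6 mutant libraries taken together against the 3 wild-type libraries, 6 of 133 differed at stage 3, 14 of 159 at stage 5 and 32 of 161 at stage 7. At stage 7, 14 miRNAs were higher and 11 lower in *msp1*, and 27 higher and 12 lower in *ostdl1a*. These counts moved more with the processing than those between stages. With the replicate number as a block, both mutants together had 2 in place of 14 at stage 5, while at stage 7 *msp1* had 38 in place of 25 and *ostdl1a* 62 in place of 39. With DESeq2, *ostdl1a* had 21 at stage 7. The more frequent direction at stage 7 depended on the scaling. With TMM factors *msp1* had 7 higher and 12 lower, and with DESeq2 6 higher and 9 lower. In *ostdl1a* 10 were higher with TMM factors, in place of 27. Among the changes at stage 7 were miR528-5p, at 34160 ± 3130 RP5M in wild-type (SD, n = 3) and 108100 ± 22500 RP5M in the mutants (SD, n = 6), and miR5792, at 2811 ± 1150 RP5M (SD, n = 3) and 0.39 RP5M. Their log2 fold changes were 1.66 (standard error 0.19, adjusted p = 2.46e-05) and -12.37 (standard error 0.44, adjusted p = 2.77e-11). miR5494 was at 813 ± 102 RP5M in wild-type, 1492 ± 73.6 RP5M in *msp1* and 0 reads in *ostdl1a* (SD, n = 3 each), below the smallest detectable amount.

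**Figure D2:**
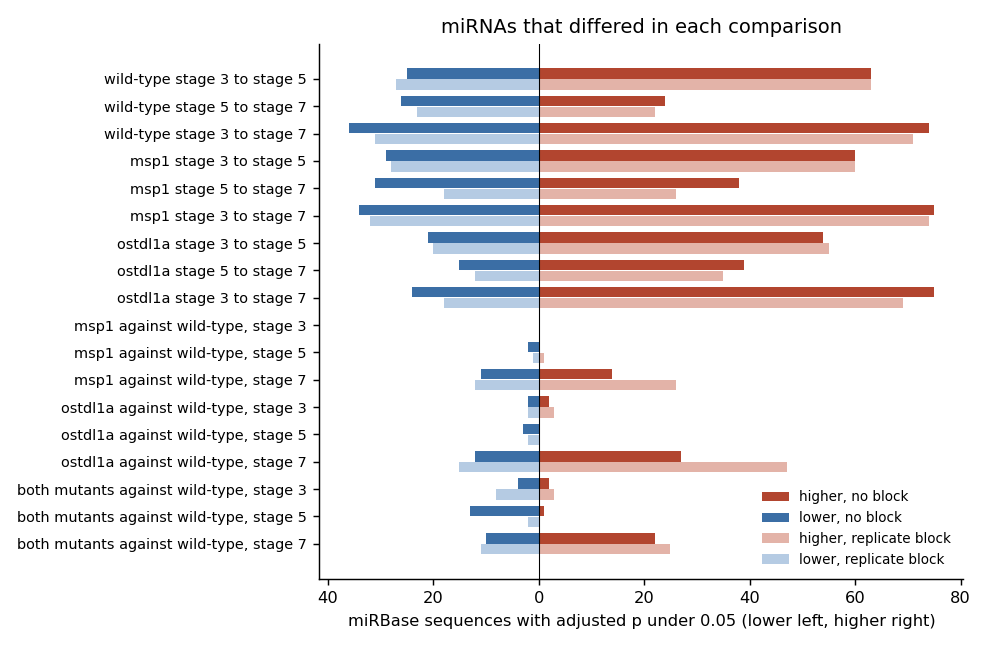
Number of miRNAs past an adjusted p of 0.05 in each comparison, with those higher and those lower drawn apart. Wild-type has 63 higher and 25 lower from stage 3 to stage 5, and *ostdl1a* against wild-type has 27 higher and 12 lower at stage 7.

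**Figure D3:**
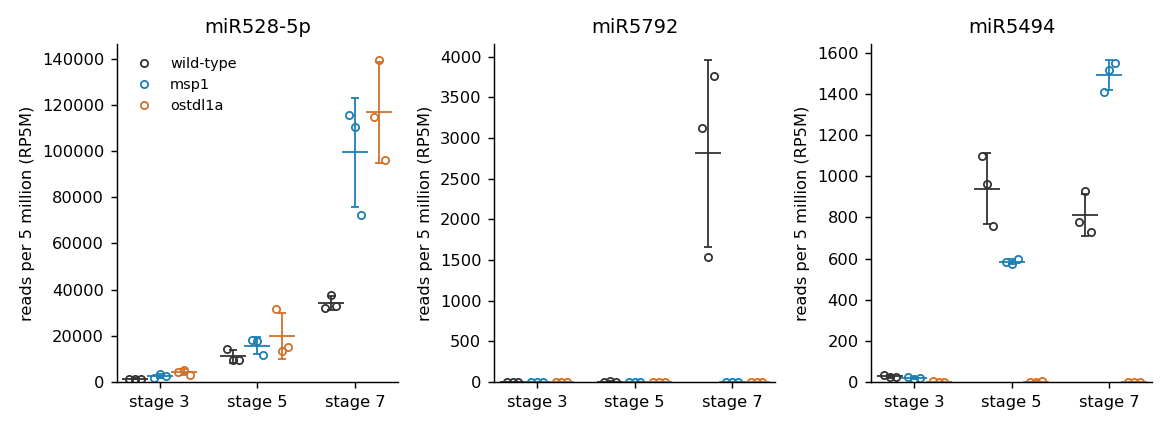
Abundance in RP5M of miR528-5p, miR5792 and miR5494 by stage and genotype. Points are the 3 libraries of each group, dashes their mean and bars the SD. miR528-5p at stage 7 is at 34160 RP5M in wild-type and 108100 RP5M in the mutants, while miR5494 has 0 reads in *ostdl1a* at that stage.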

Interestingly, among the few impacted miRNAs in the two mutants, miR2275, which triggers 24-nt phasiRNA production, was totally abolished (Supplementary Table S3, and see below).

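Members of the miR2275 family passed edgeR's filter at stages 5 and 7 and were lower in the mutants in each comparison. At stage 5, miR2275d had a log2 fold change of -9.16 in *msp1* (adjusted p = 0.000722) and -7.26 in *ostdl1a* (adjusted p = 6.38e-06). The family had 0 reads in *msp1* and 1 read in *ostdl1a* at that stage. The sizes of these values are thus not measured ratios and do not rank the mutants. At stage 7 the log2 fold change in the 6 mutant libraries was -5.92 for miR2275d (standard error 0.26, adjusted p = 1.97e-10) and -6.84 for miR2275a (standard error 0.50, adjusted p = 1.1e-07). The family had 651 reads in the 3 wild-type libraries at stage 7. In the mutants at that stage, 6 reads were counted in the 3 *msp1* libraries and 12 in the 3 *ostdl1a* libraries.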

**Fig. 2.**
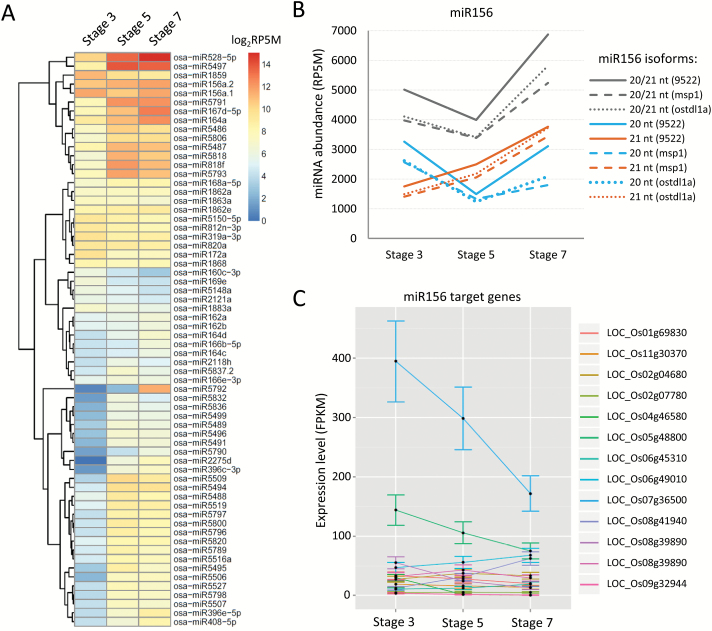
miRNA expression in different developmental stages of spikelets in wild-type rice cultivar 9522. (A) Differentially expressed miRNAs in different developmental stages of spikelets. Only miRNAs with abundance greater than 50 RP5M are included in the heatmap. (B) 20-nt miR156 and 21-nt isoforms display distinct expression patterns; levels indicated as ‘20/21’ show the sum of abundance of the 20 and 21 nt isoforms. (C) Expression levels of miR156 target genes in different stages of rice spikelet development.

**Table 1.** Numbers of differentially abundant miRNAs, identified by pairwise comparisons of rice spikelets in different stages and backgrounds.

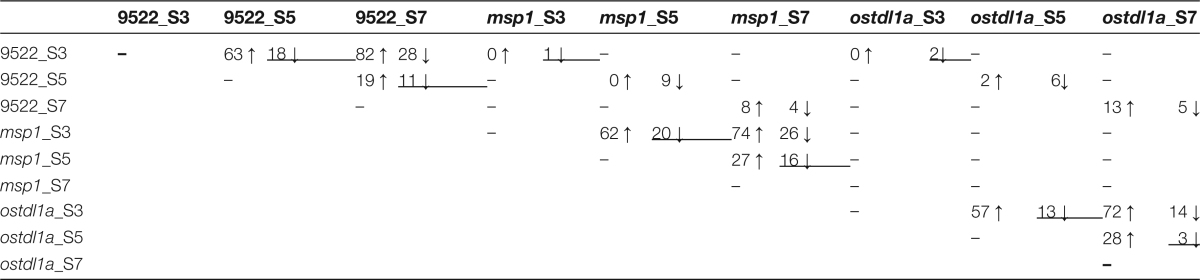

Numbers of significantly up- and down-regulated miRNAs, as indicated by the arrows (*P*<0.05, FDR<0.05). miRNAs are from the miRBase release 21. ‘S3’, ‘S5’, and ‘S7’ refer to stages 3, 5, and 7, respectively.

Among the miRNAs differentially expressed in wild-type rice across the developmental stages, the level of miR164 showed a ~7-fold increase from stage 3 to stage 7, whereas miR172 showed a dramatic decline of ~4-fold from stage 3 to stage 5, then remained relatively steady to stage 7 (see Supplementary Fig. S2A). 

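The abundances are those of miR164a (UGGAGAAGCAGGGCACGUGCA) and miR172a (AGAAUCUUGAUGAUGCUGCAU), the most abundant sequences of their families. In wild-type spikelets miR164a was at 560 ± 57.7 RP5M at stage 3, 2125 ± 483 RP5M at stage 5 and 5488 ± 902 RP5M at stage 7 (SD, n = 3 each). It rose 3.80-fold from stage 3 to stage 5, 2.58-fold from stage 5 to stage 7 and 9.81-fold in all. edgeR gave a log2 fold change of 3.29 from stage 3 to stage 7 (standard error 0.20, adjusted p = 1.11e-13). miR172a was at 868 ± 203 RP5M at stage 3 and 191 ± 24.2 RP5M at stage 7 (SD, n = 3 each), and the 3 libraries of stage 5 lay between 133 and 196 RP5M. It was 5.04-fold lower at stage 5 than at stage 3, a log2 fold change of -2.33 (standard error 0.25, adjusted p = 4.68e-05). From stage 5 to stage 7 its difference of 19.3 RP5M was within the spread between replicates (two-sided exact permutation test, p = 0.5). It was higher at stage 7 in all 3 pairs of libraries with the same replicate number, and permutation within these pairs gave p = 0.25, the smallest of its 8 arrangements. For the other steps the libraries of the 2 stages did not overlap, with an exact permutation p of 0.1, the smallest possible. The rise of miR164a from stage 3 to stage 7 was 8.75-fold when scaled by TMM factors and 9.73-fold with the total of the file as denominator.

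**Figure D4:**
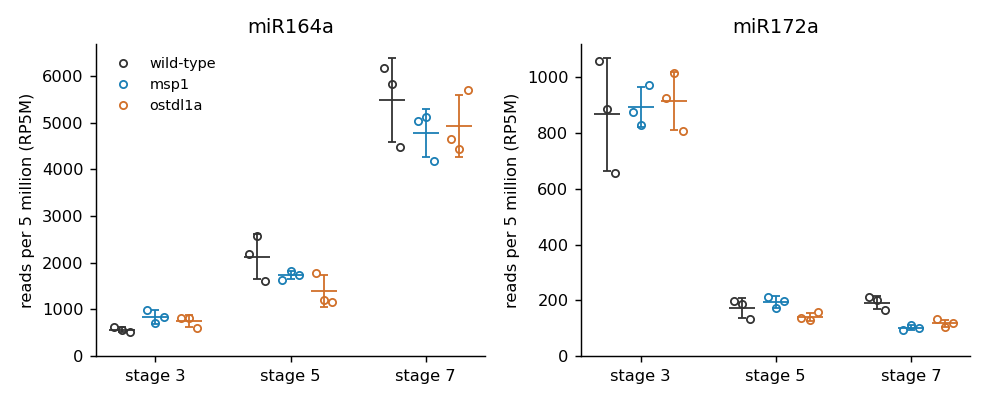
Abundance of miR164a and miR172a in RP5M by stage in wild-type, *msp1* and *ostdl1a* spikelets. Points are the 3 libraries of each group, dashes their mean and bars the SD. In wild-type, miR164a rises from 560 RP5M at stage 3 to 5488 RP5M at stage 7, and miR172a at stage 5 is 5.04-fold lower than at stage 3.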

Prior work using PARE/degradome data confirmed the targets of a number of miRNAs in rice (Li *et al.*, 2010; Zhou *et al.*, 2010). From RNA-seq data, we obtained the expression levels of both miR164 and miR172 target genes. Transcript levels of the most abundant miR164 target (LOC_Os12g05260) decreased from 180 FPKM (stage 3) to 125 FPKM (stage 5), and the expression level increased slightly in stage 7 compared to stage 5, and a similar trend was observed for the target gene LOC_Os06g23650 (Supplementary Fig. S2B); these were the only two targets that showed an inverse relationship with miR164 abundance. Three miR172 targets showed an inverse correlation with miR172 levels (Supplementary Fig. S2C). miR156 showed an interesting pattern across the developmental stages of rice spikelets: a 21-nt miR156 isoform increased gradually from stage 3 to stage 7, while the 20-nt miR156 firstly decreased from stage 3 to stage 5, and then increased at stage 7 (Fig. 2B). 

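The 20-nt miR156 isoform (UGACAGAAGAGAGUGAGCAC) was at 3324 ± 210 RP5M at stage 3, 1516 ± 253 RP5M at stage 5 and 3157 ± 649 RP5M at stage 7 in wild-type (SD, n = 3 each). Its log2 fold change in edgeR was -1.13 from stage 3 to stage 5 (standard error 0.17, adjusted p = 0.000413) and 1.06 from stage 5 to stage 7 (standard error 0.22, adjusted p = 0.00392). The 21-nt isoform (UUGACAGAAGAGAGUGAGCAC) rose from 1788 ± 112 to 2529 ± 456 and 3824 ± 506 RP5M (SD, n = 3 each). For both isoforms the libraries of neighbouring stages did not overlap (two-sided exact permutation test, p = 0.1 each, the smallest possible). In the mutants the 20-nt isoform was at 2643 ± 410 RP5M at stage 3, 1301 ± 270 at stage 5 and 2003 ± 217 at stage 7 (SD, n = 6 each). Against wild-type the exact permutation p was 0.0476, 0.31 and 0.0119, with Benjamini-Hochberg values over 18 comparisons of 0.171 at stage 3 and 0.0536 at stage 7. At stage 3 the p was 0.0595 with the total of the file as denominator and 0.0741 with permutation within replicate numbers. With each library left out in turn, it was no longer under 0.05 in 8 of 9 runs. The 21-nt isoform was at 1478 ± 256, 2147 ± 356 and 3693 ± 257 RP5M in the mutants (SD, n = 6 each), with an exact permutation p of 0.0952, 0.226 and 0.643. Scaled by TMM factors, its difference was -422.5 RP5M at stage 3 (exact permutation p = 0.0119) and -411.5 RP5M at stage 7 (exact permutation p = 0.0357).

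**Figure D5:**
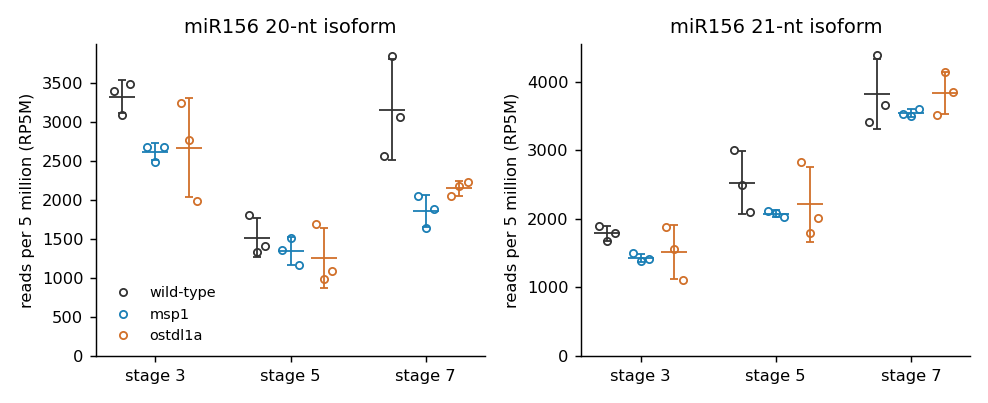
Abundance of the 20-nt and 21-nt miR156 isoforms in RP5M by stage and genotype. Each point is a library, with dashes for the mean and bars for the SD of 3. In wild-type the 20-nt isoform goes from 3324 to 1516 and 3157 RP5M, while the 21-nt isoform goes from 1788 to 2529 and 3824 RP5M.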

The underlying mechanism is unknown, but it is possible that these two isoforms of miR156 are generated from different *MIR156* genes, and are differentially regulated with distinct targets or cellular expression patterns, exerting distinct patterns of control on the expression of *OsSPLs*. Therefore, studies of individual *MIR156* genes would be important in the future to demonstrate how the miR156 family members differentially control spikelet or panicle development. Similar to miR164 and miR172, a subset of miR156 targets showed an inverse correlation with miR156 (Fig. 2C). Overall, the abundance levels of miRNA target transcripts in the two mutants were quite similar to those in wild-type, indicating that mutations in the OsTDL1A-MSP1 pathway had a limited impact on rice miRNAs and their targets in spikelets (Table 1; Supplementary Fig. S2B–D). Among the miRNA targets validated from prior work, only a subset had the expected inverse correlation with miRNA levels; thus, other factors may impact target transcript levels, including both transcriptional (e.g. transcription factors and epigenetic regulation) and post-transcriptional (e.g. mRNA turnover or sequestration) factors. Taken together, these data indicate that miRNAs together with their target genes are dynamically modulated during early stages of rice spikelet development, and are largely independent of the OsTDL1A-MSP1 pathway.

### Timing of reproductive phasiRNA biogenesis

PhasiRNAs, in addition to miRNAs, represent another class of small RNAs of great interest, because two populations are exclusively abundant in the reproductive tissues of monocots (Arikit *et al.*, 2013). More specifically, miR2118 and miR2275 are triggers of 21-nt and 24-nt reproductive phasiRNAs, respectively, in both rice and maize (Song *et al.*, 2012; Zhai *et al.*, 2015). 

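The miR2118 family was summed over its 12 distinct miRBase sequences. In wild-type spikelets it was at 104 ± 31.2 RP5M at stage 3, 325 ± 109 RP5M at stage 5 and 131 ± 19.9 RP5M at stage 7 (SD, n = 3 each). The 3 libraries of stage 5 lay between 252 and 451 RP5M, above those of the other two stages (two-sided exact permutation test, p = 0.1 for each step, the smallest possible). The difference between stages 3 and 7, 26.9 RP5M, was within the spread between replicates (exact permutation p = 0.4). In the edgeR fit, 7 members of the family passed the threshold from stage 3 to stage 5 and 7 from stage 5 to stage 7. Reads with several possible miRBase names were counted once, since the sum runs over distinct sequences.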

We checked the abundance levels of both miRNAs in different stages and backgrounds; miR2118 abundance peaked at stage 5 in wild-type spikelet libraries, reaching 320 reads per 5 million reads (RP5M), and then dropped to 130 RP5M at stage 7 (Fig. 3A). 

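In *msp1* the miR2118 family was at 136 RP5M at stage 3, 371 RP5M at stage 5 and 136 RP5M at stage 7, and in *ostdl1a* at 89.9, 290.0 and 168 RP5M (means of 3 libraries). The 6 mutant libraries together had 113 ± 33.0, 331 ± 62.0 and 152 ± 42.9 RP5M (SD, n = 6 each). Against wild-type, the two-sided exact permutation p was 0.69 at stage 3, 0.952 at stage 5 and 0.476 at stage 7. The differences of 8.61, 5.33 and 20.4 RP5M were within the spread between replicates. In edgeR, 0 miR2118 members passed the threshold between either mutant and wild-type at any stage. From this similarity the paper reasons that miR2118 is not affected in the mutants, and it proposes the accumulation of miR2118 in the anther epidermis as an explanation.

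**Figure D6:**
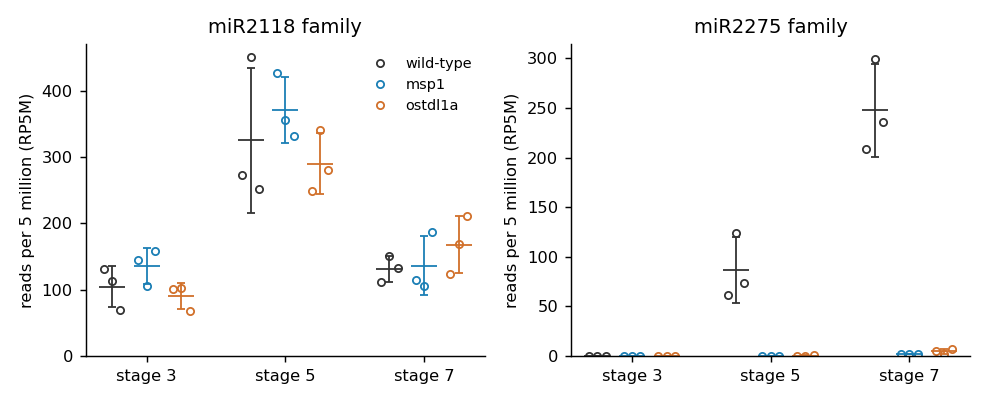
Abundance of the miR2118 and miR2275 families in RP5M by stage and genotype. Each point is a library, with dashes for the mean and bars for the SD of 3. miR2118 is at 325 RP5M in wild-type, 371 in *msp1* and 290.0 in *ostdl1a* at stage 5, while miR2275 reaches 248 RP5M at stage 7 in wild-type only.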

Similar abundances were observed in *msp1* and *ostdl1a* mutants, indicating that miR2118 is not impacted in both mutants, possibly explained by miR2118 accumulation in the epidermis of anthers (Zhai *et al.*, 2015), a cell layer apparently not defective in the *msp1* and *ostdl1a* mutants or in the *mac1* maize mutant. In contrast to miR2118, in wild-type spikelets, miR2275 was not expressed in stage 3, and then increased in stage 5 (~85 RP5M) and stage 7 (~240 RP5M) (Fig. 3B); miR2275, as mentioned above, is essentially absent in both *msp1* and *ostdl1a* mutants, at all stages.

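The miR2275 family, summed over its 3 distinct miRBase sequences, had 0 reads in wild-type at stage 3, where 3 reads would have been 3.09 RP5M or more. In wild-type it reached 86.4 ± 33.2 RP5M at stage 5 and 248 ± 46.9 RP5M at stage 7 (SD, n = 3 each), from 250 and 651 reads. In *msp1* it had 0 reads at stages 3 and 5 and 2.33 ± 0.0724 RP5M at stage 7, and in *ostdl1a* 0 reads at stage 3, 1 read at stage 5 and 4.71 ± 2.57 RP5M at stage 7 (SD, n = 3 each). The 6 mutant libraries were all below the 3 wild-type libraries at stages 5 and 7, with differences of -86.2 and -244.2 RP5M. The two-sided exact permutation p was 0.0119 at both stages, the smallest that 3 libraries against 6 allow, with a Benjamini-Hochberg value of 0.0536 over 18 comparisons. At stage 3 the family was not detectable at this depth in any genotype.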

**Fig. 3.**
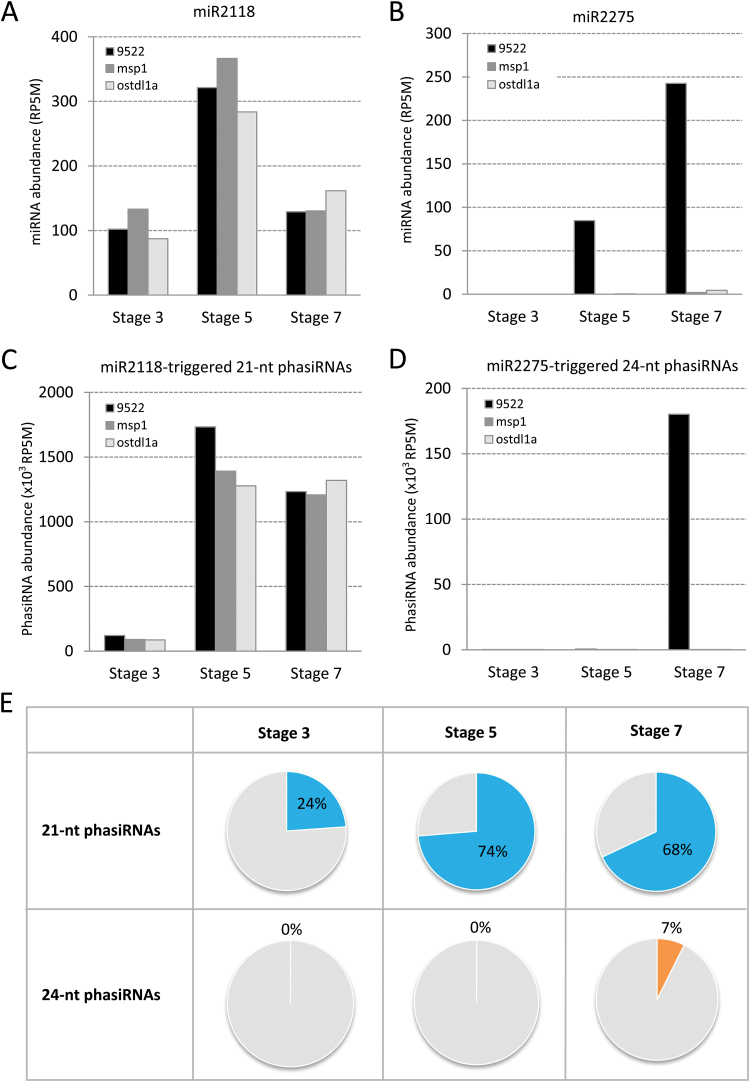
miR2118, miR2275, and phasiRNA abundances in rice spikelets. Levels of miR2118 (A), miR2275 (B), miR2118-triggered 21-nt phasiRNAs (C), and miR2275-triggered 24-nt phasiRNAs (D) in different stages and backgrounds of rice spikelets. (E) The percentage of 21-nt (top, blue slices with percentage numbers) and 24-nt phasiRNAs (bottom, orange slices with percentage numbers) out of the total population of 21-nt and 24-nt genome-matched small RNAs in wild-type rice spikelets.

We calculated both 21- and 24-nt phasiRNA abundances to see how phasiRNAs change during rice spikelet development and whether they are affected in the two mutants. Phasing analysis resulted in 1843 21-*PHAS* loci and 50 24-*PHAS* loci (see Supplementary Table S4). By summing phasiRNA abundances from each *PHAS* locus, we obtained the overall phasiRNA abundances for both 21- and 24-nt phasiRNAs. In wild-type rice spikelets, the overall abundance of 21-nt phasiRNAs was ~120 000 RP5M in stage 3, increasing by >10-fold in stage 5, and then decreasing by <30% in stage 7 (Fig. 3C). 

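The reads were not mapped to *PHAS* loci here, so the phasiRNA abundances of Supplementary Table S4 were set beside 21-nt sequences chosen from the counts alone. The paper's values for its 1843 loci, summed here, are 121309 ± 12660 RP5M at stage 3, 1733620 ± 91640 at stage 5 and 1232960 ± 57850 at stage 7 in wild-type (SD, n = 3 each). Of the 13199 distinct 21-nt sequences tested by edgeR in wild-type, 12287 were at least 2-fold higher at stage 5 than at stage 3 with an adjusted p under 0.05, and 143 were at least 2-fold lower. Sequences with at least 10 counts in at least 3 libraries were eligible. The rising sequences summed to 176394 ± 12380 RP5M at stage 3, 2013840 ± 58620 at stage 5 and 1542550 ± 83750 at stage 7 (SD, n = 3 each). They were chosen for this rise, after the data were seen, and their increase in wild-type is therefore no test. The mutants had no part in the choice, and in their libraries the same sequences rose 10.2-fold, from 152001 to 1548980 RP5M (two-sided exact permutation test of 6 libraries against 6, p = 0.00216, the smallest possible). Requiring at least an 8-fold rise left 10337 sequences.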

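In *msp1* the rising 21-nt sequences summed to 155905 ± 15900 RP5M at stage 3, 1596050 ± 73860 at stage 5 and 1581570 ± 58300 at stage 7 (SD, n = 3 each). In *ostdl1a* the sums were 148097 ± 9748, 1501910 ± 80720 and 1746110 ± 58880 RP5M (SD, n = 3 each). Against wild-type, the mutants were lower at stage 3 and at stage 5 (two-sided exact permutation p = 0.0357 and 0.0119), and at stage 7 they did not differ past 0.05 (exact permutation p = 0.119). The set was chosen on wild-type libraries, which favours wild-type at stage 5. For sets fitted without 1 wild-type stage 5 library, that library exceeded the mean of the mutants 1.26-fold, 1.30-fold and 1.33-fold. The left-out library still counted towards eligibility, which was set over all 27 libraries, so that it is not fully independent of the choice. The paper's values for its 21-nt loci at stage 5 sum to 1390650 ± 77770 RP5M in *msp1* and 1277910 ± 58120 RP5M in *ostdl1a* (SD, n = 3 each).

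**Figure D7:**
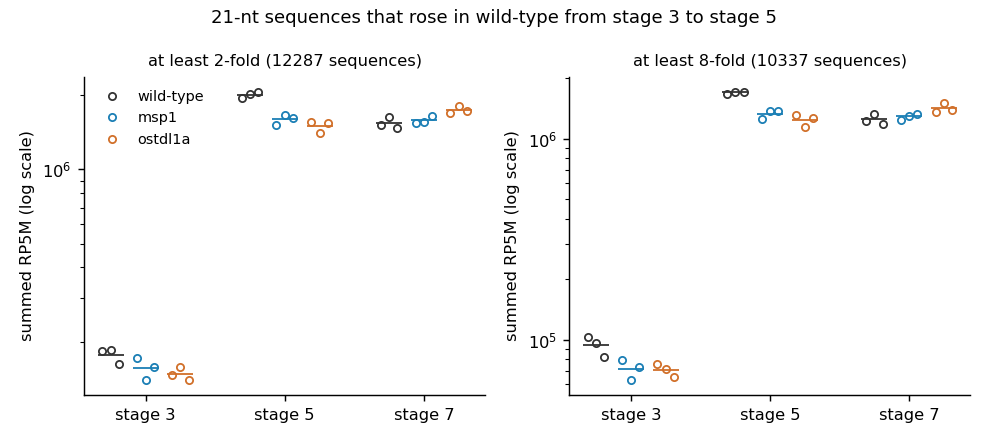
Sum of the 12287 rising 21-nt sequences in RP5M, on a log axis, by stage and genotype. Each point is a library and dashes are means of 3. At stage 5 wild-type is at 2013840 RP5M and the mutants at 1548980 RP5M.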

Compared to the wild-type, 21-nt phasiRNAs had a very similar pattern in the two mutants, although with a slightly lower total abundance in stage 5. The 24-nt counterparts had only a few hundred reads in stage 3 and stage 5, but then increased to more than 180 000 RP5M in stage 7 of the wild-type spikelets (Fig. 3D). 

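Of the 22149 distinct 24-nt sequences tested by edgeR in wild-type, 3252 were at least 2-fold higher at stage 7 than at stage 5 with an adjusted p under 0.05, and 1474 were at least 2-fold lower. They summed to 4579 ± 28.7 RP5M at stage 3, 16096 ± 1421 at stage 5 and 493521 ± 111000 at stage 7 (SD, n = 3 each). The 1859 of them that rose at least 8-fold summed to 195 ± 16.8, 1291 ± 1456 and 449270 ± 110700 RP5M (SD, n = 3 each). Both sets were chosen for their rise in wild-type, after the data were seen. At stage 5 the sum of the 1859 sequences was uneven between the libraries, with 565 RP5M in replicate 1, 2968 in replicate 2 and 341 in replicate 3. The paper's values for its 50 loci, summed here, are 140.3 RP5M at stage 3, 534 at stage 5 and 180251 ± 47660 at stage 7 (SD, n = 3).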

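In the mutants the 3252 rising 24-nt sequences summed to 15019 ± 1493 RP5M at stage 5 and 43541 ± 1013 RP5M at stage 7 (SD, n = 6 each). At stage 7 this was 11.3-fold below wild-type. The 1859 sequences that rose at least 8-fold in wild-type were at 479 ± 32.6 RP5M in the mutants at stage 7 (SD, n = 6), 937-fold below wild-type. Both differences had a two-sided exact permutation p of 0.0119, the smallest possible, but wild-type libraries served to choose the sets. For sets fitted without 1 wild-type stage 7 library, that library exceeded the mean of the mutants 16.1-fold, 7.42-fold and 17.3-fold. Eligible sequences had first to reach 10 counts in at least 3 of all 27 libraries, the left-out one included. The left-out library is thus not fully independent of the choice. Within the mutants, which had no part in the choice, the 3252 sequences still rose 2.90-fold from stage 5 to stage 7 (exact permutation p = 0.00216). The 1859 sequences among them went only from 196 to 479 RP5M there, so that nearly all of this rise lay in the others. In wild-type at stage 7 the 1859 held 449270 of the 493521 RP5M, so that the others summed to similar amounts in wild-type and mutants. The 11.3-fold value therefore mixes sequences nearly lost in the mutants with others of similar sum. The paper's values for its 24-nt loci sum to 137.0 ± 9.54 RP5M in *msp1* and 130.0 ± 5.20 RP5M in *ostdl1a* at stage 7 (SD, n = 3 each). From the anther defects of the mutants, the paper infers that the loss of 24-nt phasiRNAs follows from defective anther development.

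**Figure D8:**
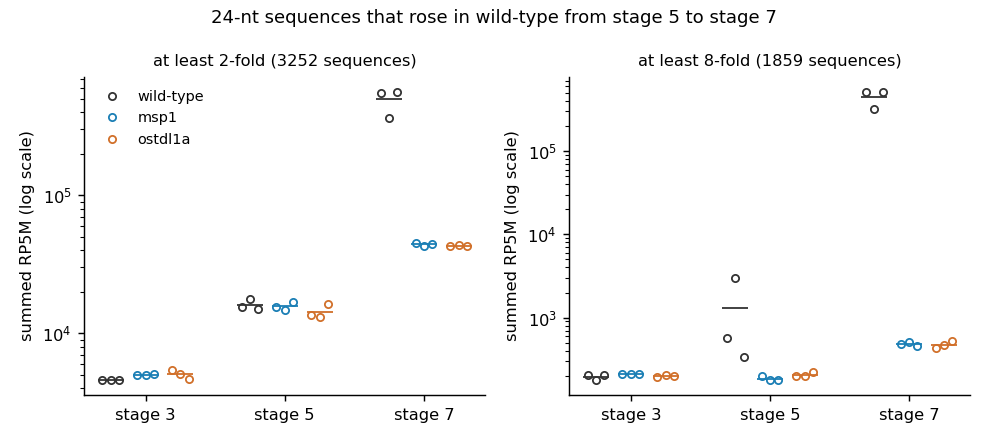
Sums of the 24-nt sequences that rose in wild-type from stage 5 to stage 7, in RP5M on a log axis, by stage and genotype, for the 3252 with at least a 2-fold and the 1859 with at least an 8-fold rise. Each point is a library and dashes are means of 3. At stage 7 the 1859 sequences are at 449270 RP5M in wild-type and 479 RP5M in the mutants.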

Consistent with the observation that miR2275 is absent in *msp1* and *ostdl1a* mutants at all stages, 24-nt phasiRNAs were also diminished in both mutants. Considering the developmental defect in these mutants is largely in the anthers and not other tissues in the spikelets (Yang *et al.*, 2016), we infer that the loss of 24-nt phasiRNAs is due to the defective anther development. Furthermore, as in maize (Zhai *et al.*, 2015), rice 21-nt phasiRNAs initiated at an early stage in anther development, the 24-nt phasiRNAs appeared later, coincident with or just before meiosis, and the absence of miR2275 and 24-nt phasiRNAs in *msp1* and *ostdl1a* mutants is similar to maize *mac1* (the ortholog of *ostdl1a* in maize).

We next calculated the proportion of 21- and 24-nt phasiRNAs in the entire genome-matched populations of the 21- and 24-nt small RNAs in rice spikelets (Fig. 3E). 

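The rising 21-nt sequences made up 31.6% ± 1.60 of the 21-nt reads of wild-type at stage 3, 79.5% ± 0.276 at stage 5 and 78.0% ± 0.368 at stage 7 (SD, n = 3 each). At stage 5 they made up 75.5% ± 0.574 in *msp1* and 74.9% ± 0.809 in *ostdl1a* (SD, n = 3 each). The denominator holds all 21-nt reads, whether or not they match the genome. The paper's values for its 1843 loci amount to 22.1% ± 1.51 of the same 21-nt reads at stage 3, 69.3% ± 1.61 at stage 5 and 63.4% ± 0.651 at stage 7 (SD, n = 3 each). Loci and rising sequences are different sets, and which of the rising sequences lie in *PHAS* loci was not analysed here.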

We found that 21-nt phasiRNAs accounted for 24% of total 21-nt siRNAs in wild-type rice spikelets, increased to a remarkable 74% of the total in stage 5, and then reduced slightly to 68% at stage 7. This compares to 60% of all 21-mers at the peak in maize (Zhai *et al.*, 2015); this higher proportion in rice spikelets versus isolated maize anthers may reflect the fact that there are ~4-fold as many genomic loci generating 21-nt phasiRNAs in rice compared to maize. 

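The 3252 rising 24-nt sequences made up 0.108% ± 0.000976 of the 24-nt reads of wild-type at stage 3, 0.638% ± 0.0532 at stage 5 and 15.7% ± 3.07 at stage 7 (SD, n = 3 each). The 1859 sequences that rose at least 8-fold made up 14.3% ± 3.11 at stage 7 (SD, n = 3), from 10.7% in replicate 2 to 16.3% in replicate 3. In the mutants at stage 7 the 1859 sequences made up 0.016% ± 0.000755 in *msp1* and 0.0165% ± 0.00111 in *ostdl1a* (SD, n = 3 each). The paper's values for its 50 loci amount to 5.84% ± 1.41 of the 24-nt reads of wild-type at stage 7 (SD, n = 3).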

The 24-nt phasiRNAs were almost absent at stages 3 and 5, followed by a substantial increase to 7% of the total at stage 7 (Fig. 3E). This compares to 64% of the total 24-mers in isolated maize anthers (Zhai *et al.*, 2015); this much lower proportion in rice may reflect the fact that there are fewer loci, or that the peak abundance of 24-nt phasiRNAs is later than stage 7. Overall, these results reveal that both miRNA triggers and phasiRNAs are largely up-regulated at specific stages in rice anthers.

### Interconnected *PHAS* locus transcription and phasiRNA bursts

We next examined the phasiRNA precursors (*PHAS* transcripts) in the RNA-seq data to assess the correlation of phasiRNA and *PHAS* mRNA levels. As many 21-*PHAS* loci are found in large clusters in the rice genome (Johnson *et al.*, 2009) (see Supplementary Table S4), we selected a representative cluster on chromosome 3 for this analysis. Our earlier observations in wild-type rice showed a stage 5 peak for 21-nt phasiRNAs, which reduced slightly at stage 7 (Fig. 3C); in the RNA-seq data at stage 3 and stage 5, 21-*PHAS* transcripts levels were generally consistent with phasiRNA production; however, at stage 7, 21-*PHAS* transcripts levels were very low (Fig. 4) while phasiRNA levels were still high. This is an indication that 21-nt phasiRNAs persist longer than their precursor transcripts, possibly for a prolonged role in later stages of spikelet development. As for *msp1* and *ostdl1a* mutants, levels of neither 21-nt phasiRNAs nor 21-*PHAS* transcripts were impacted (stage 5 for both mutants is shown in Supplementary Fig. S3; stage 7 data are not shown but were not appreciably different from the wild-type). Consistent with the precursor molecules consisting of a polyadenylated mRNA paired with an RDR6-derived antisense strand, the strand-specific RNA-seq reads were mapped to only one strand at a given *PHAS* locus (Fig. 4). An examination of the RNA-seq data for 24-*PHAS* loci showed a strong boost in transcript levels from stage 5 to stage 7 in wild-type rice anthers (Supplementary Fig. S4A). However, unlike 21-*PHAS* loci, both 24-nt phasiRNAs and 24-*PHAS* mRNAs were absent in the RNA-seq data from *msp1* and *ostdl1a* mutants (Supplementary Fig. S4A, B). In summary, sequencing data revealed the developmental modulation of phasiRNA biogenesis in rice anthers, with 24-phasiRNAs and their precursors disrupted in the *msp1* and *ostdl1a* mutants, reflecting an intimate association of these transcripts with anther development and microsporogenesis in rice.

**Fig. 4.**
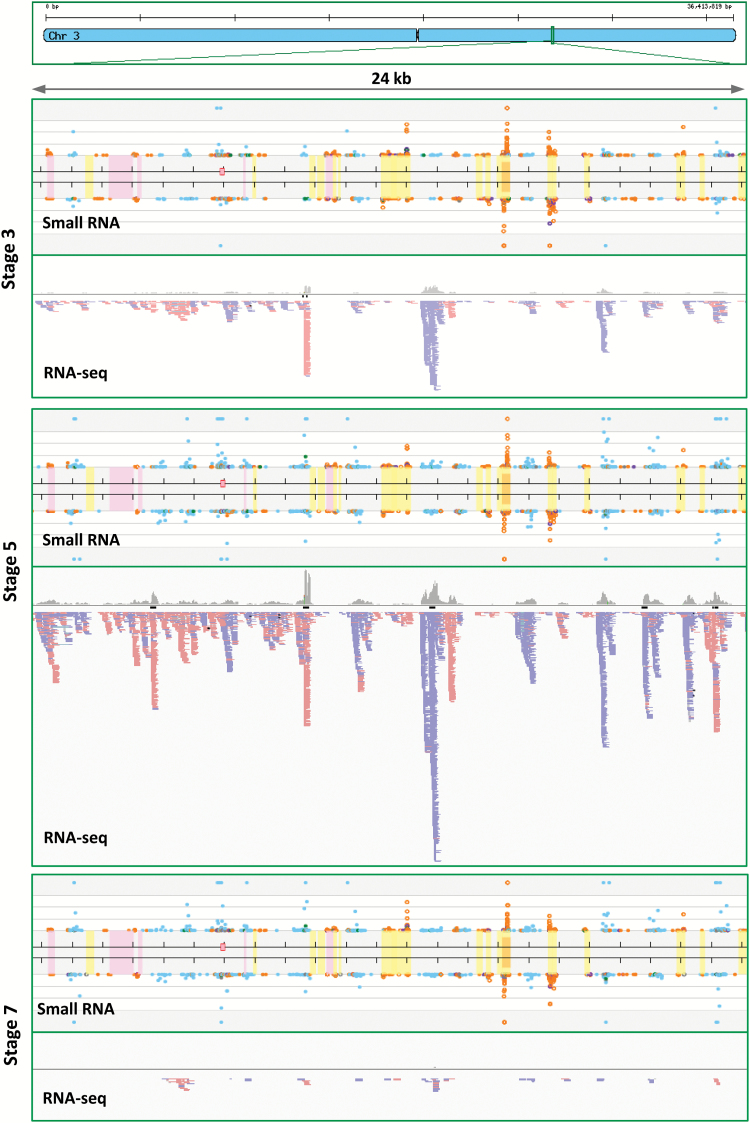
21-nt *PHAS* precursor transcripts peak coincidentally with their phasiRNA products. We examined a randomly selected 21*-PHAS* locus on rice chromosome 3 in wild-type (cultivar 9522) rice to assess the peak of abundance relative to the 21-phasiRNAs that peak at stage 5. Because *PHAS* loci are highly clustered in the rice genome, we selected a region of ~24kb as an example; in this case, the *PHAS* loci are interlaced with repetitive sequences. Each dot is a small RNA; light blue represent 21-nt sRNAs, green represent 22-nt, and orange represent 24-nt. Yellow shaded regions are predicted DNA transposons; pink shaded regions are predicted retrotransposons; orange shaded regions are inverted repeats. The small pink box is an annotated miRNA. The phasiRNA loci are essentially the distinct blocks of 21-nt sRNAs (light blue dots). The strand-specific RNA-seq data is represented as an IGV screenshot; blue bars are top-strand reads, and red bars are bottom-strand reads. There was a paucity of RNA-seq reads from these *PHAS* loci data in stage 7 at this cluster of loci, whereas 21-phasiRNAs were still abundant at stage 7.

### Identification of specialized Argonautes that load reproductive phasiRNAs

Argonautes (AGOs) are core effector proteins in small RNA-mediated silencing pathways. Different small RNAs are preferentially recruited into specific AGOs, mainly determined by the 5′-terminal nucleotide of the small RNA (Mi *et al.*, 2008). The ten AGO proteins of Arabidopsis are reasonably well studied, but the functional roles of the ~17 to 19 AGOs in grass genomes are less well described (Zhang *et al.*, 2015). The naming for OsAGOs in this study is consistent with the description by Zhang *et al.* (2015). Moreover, it is still unclear which AGOs recruit the abundant reproductive phasiRNAs of grasses. A recent study in rice showed that the germline-specific AGO protein MEL1 associates with 21-nt phasiRNAs that have 5′-terminal cytosine (Komiya *et al.*, 2014). In addition, the AGO(s) that recruits 24-nt phasiRNAs is still unknown, although *ZmAGO18b* is enriched in tapetum and germ cells in maize anthers (Zhai *et al.*, 2014), where 24-nt phasiRNAs accumulate (Zhai *et al.*, 2015). Considering the dramatic changes of phasiRNA abundances across different stages of rice spikelet development, we hypothesized that AGO proteins that recruit phasiRNAs may show a gene expression pattern correlated with phasiRNA abundances. Therefore, we examined the expression of all AGOs in rice from stages 3 to 7 (Fig. 5A). We found that *MEL1* peaked at stage 5, the same stage as the peak of accumulation of 21-nt phasiRNAs; therefore, *MEL1* expression was indeed correlated with phasiRNA production. In the RNA-seq data, *MEL1* levels were slightly higher in both mutants (see Supplementary Fig. S5), perhaps because of the excessive number of sporocytes, where *MEL1* is expressed, in mutants (Nonomura *et al.*, 2007). Intriguingly, we found that *OsAGO1d* showed the same pattern as *MEL1*, suggesting a possible functional connection between the OsAGO1d protein and reproductive phasiRNAs (Fig. 5A). Similar to *MEL1*, *OsAGO1d* expression was barely impacted in *msp1* and *ostdl1a* mutants (Supplementary Fig. S5).

**Fig. 5.**
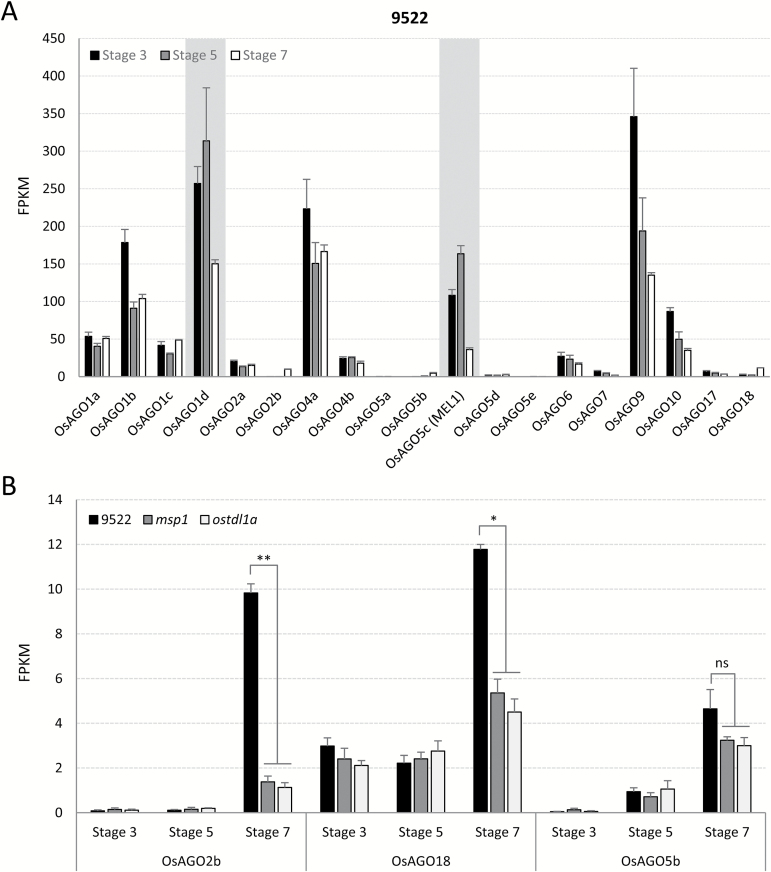
Abundance of *OsAGO* transcripts in different stages and backgrounds of anther development. (A) mRNA levels of all nineteen *OsAGOs* in wild-type rice. *OsAGO1d* and *MEL1* are highlighted because only these two *AGO* transcripts peaked at stage 5. (B) *OsAGO2b*, *OsAGO18*, and *OsAGO5b* displayed substantial up-regulation at stage 7 compared to stages 3 and 5. *OsAGO2b* and *OsAGO18*, but not *OsAGO5b*, is defective in the *msp1* and *ostdl1a* mutants at stage 7. Significant differences (Student’s *t*-test) are indicated: *P<0.01 and **P<0.05; ‘ns’ indicates no significant difference.

We speculated that AGOs that accumulate in stage 7 could function with 24-nt phasiRNAs. Gene expression analysis showed that only three *OsAGO*s, namely *OsAGO2b*, *OsAGO5b*, and *OsAGO18*, displayed a substantial up-regulation at stage 7 compared to stages 3 and 5 (Fig. 5B). Since 24-nt phasiRNA accumulation was deficient in *msp1* and *ostdl1a* mutants, the result of defects in cell layers important for their biogenesis, it is possible that the *OsAGO*s that load 24-nt phasiRNAs are similarly impacted in both mutants. We found that the levels of *OsAGO2b* and *OsAGO18*, but not *OsAGO5b*, were partially reduced in the *msp1* and *ostdl1a* mutants (Fig. 5B), suggesting that OsAGO2b and OsAGO18 are candidates for roles with 24-nt phasiRNAs. To further confirm their specificity to anthers, we checked their expression patterns using published rice anther microarray datasets. Consistent with our RNA-seq data, *OsAGO2b* and *OsAGO18*, but not *OsAGO5b*, showed a meiosis-specific expression pattern in rice anthers (see Supplementary Fig. S6).

### Temporal-spatial expression of phasiRNA-associated AGOs revealed by *in situ* hybridizations

To connect the temporal specificity of transcript accumulation with spatial patterns, we performed *in situ* hybridizations or examined published images for selected rice *AGO* genes. Published images for *OsAGO2b* demonstrate its accumulation in sporocytes and wall layers of rice anthers at pre-meiotic stages, and in later meiosis stage the transcript is restricted predominantly to the tapetum layer and microspores (Deveshwar *et al.*, 2011). We performed *in situ* hybridizations in rice anthers to examine the transcript accumulation patterns of *OsAGO1d* and *OsAGO18* (Fig. 6). These results showed that *OsAGO1d* accumulates highly in the distal epidermis and primary parietal cells of the anther lobe at stage 3. This *OsAGO1d* pattern is reminiscent of miR2118, which accumulates in the distal cells of the epidermis in maize anthers (Zhai *et al.*, 2015). In stage 5, *OsAGO1d* accumulates highly in the middle layer and the tapetal layer, which are both differentiated from the primary parietal cells. In stage 7, the level of *OsAGO1d* is much lower than that of stage 5 (Fig. 6A). As for *OsAGO18*, its abundance was enriched in tapetal and sporogenous cells at stages 5 and 7 (Fig. 6B). Therefore, the patterns of *OsAGO1d* and *OsAGO18* across different developmental stages of rice anthers are consistent with the results of RNA-seq data from rice spikelets, and these *OsAGO* transcripts are highly correlated both spatially and temporally with reproductive phasiRNAs (comparing our *in situs* with those of the phasiRNAs in maize anthers in Zhai *et al.*, 2015). Taken together, these analyses suggest a possible functional connection between grass reproductive phasiRNAs and the three AGO proteins encoded by *OsAGO1d*, *OsAGO2b*, and *OsAGO18*.

**Fig. 6.**
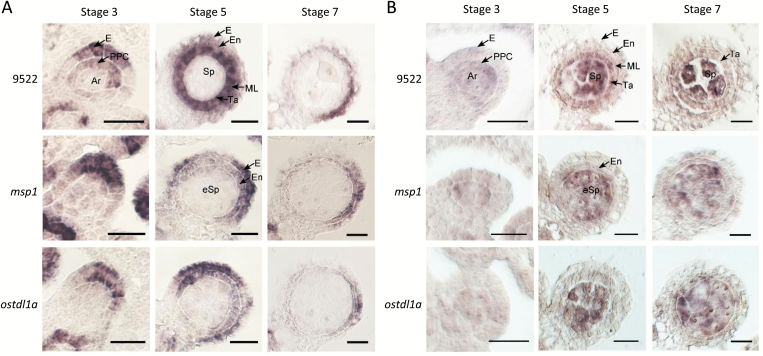
RNA *in situ* hybridization of *OsAGO1d* and *OsAGO18* in different stages and backgrounds of rice anthers. Expression patterns of *OsAGO1d* (A) and *OsAGO18* (B), performed in stages 3, 5, and 7 of anthers, from either wild-type cultivar 9522 or the *msp1* or *ostdl1a* mutants, as indicated. Each image shows one anther lobe. Cell layers are labeled as in Fig. 1. Scale bars indicate 20 μm.

## Discussion

Like most complex developmental changes, rice spikelet development entails widespread changes in mRNAs and small RNAs. Similar data for mutants in *MSP1* and *OsTDL1A*, which encode interacting proteins with crucial roles in initiating early stage reproductive development, demonstrate the impact of disordered cell specification in rice reproductive tissues (Yang *et al.*, 2016).

miRNAs play important roles in plant development. We identified miRNAs with differential accumulation patterns during rice spikelet development, including conserved miRNAs (miR156, miR172, and miR164). Among these, the role of miR164 in development is not well studied, although it accumulates in spikelet and floral meristems (Adam *et al.*, 2011). While variation in miRNA levels in different stages of rice spikelets suggests that miRNAs are active, one interesting observation from the *msp1* and *ostdl1a* mutants is that levels of most miRNAs and their targets were largely not impacted in the mutants, despite the block in development (Fig. 2B, C; Supplementary Fig. S2). This suggests that these miRNA-involved gene silencing pathways are genetically independent or upstream of the OsTDL1A-MSP1 pathway.

We also assessed phasiRNA production in rice spikelets. Two classes of phasiRNAs have distinct accumulation patterns in grass anthers (Zhai *et al.*, 2015); as in maize, we found that rice phasiRNAs peak at specific stages during spikelet development. We showed that miR2118, the trigger of 21-nt phasiRNAs, accumulates to the highest level at stage 5 and drops severely in stage 7, while 21-nt phasiRNAs are relatively slightly retarded, peaking at stage 5 but decreasing only slightly at stage 7. As in maize, miR2275 peaks later (stage 7), at the stage at which 24-nt phasiRNAs reached the highest abundance that we measured. In the *msp1* and *ostdl1a* mutants, 24- but not 21-nt phasiRNAs were depleted – consistent with data from the maize mutant *mac1* (the ortholog of rice OsTDL1A) (Wang *et al.*, 2012). Therefore, the timing of phasiRNA biogenesis is conserved in rice and maize, two Poaceae evolutionarily separated by ~50 million years (Wolfe *et al.*, 1989).

AGO proteins are key catalytic components that associate with small RNAs, and different AGOs function as either RNA binders/slicers or chromatin modifiers by loading different classes of small RNAs (Waterhouse, 2016). Therefore, to know which AGOs load these reproductive phasiRNAs would greatly help elucidate their functions. Considering that in the mutants 24-nt phasiRNAs were impacted but miRNAs were largely not, we may be able to infer AGOs with roles in phasiRNA function. Compared to 10 AGOs in Arabidopsis, the rice and maize genomes encode more, 19 and 17 respectively (Zhang *et al.*, 2015). *AGO5* expression in Arabidopsis is specific to somatic ovule tissues, with a role in megagametogenesis (Tucker *et al.*, 2012). A potentially conserved function of AGO5 in plant gametogenesis has been shown in rice, as the AGO5 relative MEL1 (OsAGO5c) binds 21-nt reproductive phasiRNAs with 5′ C (Komiya *et al.*, 2014). AGO1 in rice has four homologs (OsAGO1a, OsAGO1b, OsAGO1c, and OsAGO1d); OsAGO1a/b/c predominantly recruit miRNAs and other small RNAs with 5′-terminal uridine (Wu *et al.*, 2009*b*). Our RNA-seq data showed that rice *OsAGO1d* accumulates in spikelets, synchronous with *MEL1*, making *OsAGO1d* a strong candidate for further functional analysis. In rice, *OsAGO18* is induced upon viral infection, and has been shown to confer resistance to viruses by sequestering miR168, suppressing *OsAGO1* expression (Wu *et al.*, 2015). Maize has two homologs of AGO18; ZmAGO18b is specific to the tapetum and germ cells (Zhai *et al.*, 2014). Our data showed that *OsAGO18* and *OsAGO2b* transcripts increase substantially at stage 7, coincident with 24-nt phasiRNA accumulation. Moreover, a recent study on Arabidopsis AGO3 showed that this poorly characterized Argonaute mediates RdDM by binding 24-nt siRNAs (Zhang *et al.*, 2016). Phylogenetic analysis showed that Arabidopsis AGO3 and rice OsAGO2b are close to each other (Zhang *et al.*, 2015), suggesting that OsAGO2b could also recruit 24-nt small RNAs, such as the reproductive phasiRNAs, to regulate epigenetic modifications. Furthermore, *in situ* hybridization results for *OsAGO1d*, *OsAGO18*, and *OsAGO2b* showed that these *OsAGO*s have distinct expression patterns during rice anther development, suggesting that they may associate with either 21- or 24-nt phasiRNAs in a stage-specific manner. In summary, our results suggest a functional relevance between OsAGO1d, OsAGO18, and OsAGO2b and grass reproductive phasiRNAs.

What might be the function of these AGO proteins loaded with phasiRNAs? Prior work on MEL1 (associated with 21-nt phasiRNAs) suggests a role in histone modifications; histone H3 lysine 9 dimethylation (H3K9me2) is decreased in the *mel1* mutant (Nonomura *et al.*, 2007). Yet the reduced H3K9me2 in *mel1* could be an indirect effect of other epigenetic changes, as many chromatin modifications in plants and other organisms are intricately linked (Castel and Martienssen, 2013). Considering the lack of sequence complementarity of phasiRNAs and other regions in the genome (Zhai *et al.*, 2015), it is possible that reproductive phasiRNAs act primarily in *cis* or impact *cis*-adjacent regions by a spreading mechanism. Indeed, a recent study on maize reported that both 21- and 24-*PHAS* loci showed higher levels of CHH methylation in meiocytes than other tissues, such as seedlings (Dukowic-Schulze *et al.*, 2016). This finding suggests that reproductive phasiRNAs may play an important role in chromatin remodeling in *cis* around the stage of meiosis. Overall, the coordinated accumulation of 21- and 24-nt phasiRNAs and several *AGO* transcripts during rice reproductive development suggests that more detailed and comprehensive analyses of DNA methylation and histone modifications are needed, particularly when coupled with mutants in phasiRNA pathways.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. *MSP1* and *OsTDL1A* transcript levels in stage 3 of rice spikelets in the wild-type cultivar 9522 and two mutants.

Figure S2. miRNA and target transcript levels in different stages and backgrounds of rice spikelets.

Figure S3. 21-nt phasiRNAs and precursor transcripts were unaffected in both *msp1* and *ostdl1a* mutants at stage 5.

Figure S4. 24-nt phasiRNAs are strongly impacted in stage 7 spikelets of the two rice mutants.

Figure S5. mRNA levels of *MEL1* and *OsAGO1d* in different stages and backgrounds of rice spikelets.

Figure S6. Expression of AGOs in different tissues and developmental stages of rice anthers in public microarray datasets.

Table S1. Summary information for small RNA and RNA-seq libraries prepared in this study.

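Supplementary Table S1 lists for each small RNA library its total reads, the share that matched the genome and the share of matched reads from tRNA, rRNA, snRNA and snoRNA. The totals equalled the sums of the deposited counts in all 27 libraries. The genome-matched share was 85.7% to 91.3% of the reads. These values served as the denominators of the abundances, since the counts themselves do not show which sequences match the genome.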

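Supplementary Table S2 gives the abundance of each miRNA in each library in RP5M, which is a count scaled to 5000000 reads. When counts of the miRBase sequences were divided by the genome-matched reads of Supplementary Table S1, 99.993% of the 14931 values lay within 1 RP5M of those in the table, with a largest difference of 54.4 RP5M. After tRNA, rRNA, snRNA and snoRNA reads were removed from the denominator, 86.3% did, and with the total reads of the library 73.9% did. The abundances at the results sentences use the denominator without tRNA, rRNA, snRNA and snoRNA reads, while the methods name only tRNA and rRNA reads as filtered. With the genome-matched reads in its place, the 18 counts of differing miRNAs stayed within 1.5 times their value.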

Table S2. miRNA levels in different libraries.

Table S3. Differentially expressed miRNAs in different stages and backgrounds of rice spikelet development.

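Supplementary Table S3 lists the miRNAs that the paper found to differ in each comparison, with their mean abundances and changes. Its 9 comparisons between stages hold 633 listings. Of these, 507 concerned miRNAs tested here in the same comparison, and 487 of these were past the adjusted p of 0.05 here with the same direction. A further 244 differences were past the threshold here without a matched listing. Not every listing was found among the counted miRNAs, with 73 of 81 for wild-type from stage 3 to stage 5 and 80 of 100 for *msp1* from stage 3 to stage 7. Some of the 244 may therefore be listed after all. Directions in its comparisons of the mutants with wild-type were not analysed here.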

Table S4. 21- and 24-nt phasiRNA abundance from each *PHAS* locus.

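Supplementary Table S4 gives the summed abundance in RP5M of the phasiRNAs of each *PHAS* locus in each library. The table holds 1843 loci of 21-nt phasiRNAs and 50 loci of 24-nt phasiRNAs. As the paper's values, the 24-nt loci sum to between 125220 and 208460 RP5M in the 3 wild-type libraries of stage 7, and the 21-nt loci to between 1651327 and 1832371 RP5M in those of stage 5. In the deposited counts, all 24-nt reads of wild-type at stage 7 summed to 3124768 ± 108200 RP5M and all 21-nt reads at stage 5 to 2532080 ± 68190 RP5M (SD, n = 3 each).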

Supplementary Data

# Supplementary material for: Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways
**Source:** J Exp Bot. 2016 Oct 4;67(21):6037–49. doi: 10.1093/jxb/erw361
**Supplement:** Supplementary Data

Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways — Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways — Supplementary Data 

# Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways

## Supplementary Data

Data files

- supplementary\_figures\_S1\_S6.pdf - Supplementary Data
- supplementary\_table\_S1.xlsx - Supplementary Data
- supplementary\_table\_S2.xlsx - Supplementary Data
- supplementary\_table\_S3.xlsx - Supplementary Data
- supplementary\_table\_S4.xlsx - Supplementary Data

# Supplementary material for: Dynamic changes of small RNAs in rice spikelet development reveal specialized reproductive phasiRNA pathways
**Source:** J Exp Bot. 2016 Oct 4;67(21):6037–49. doi: 10.1093/jxb/erw361
**Supplement:** Supplementary Data

A

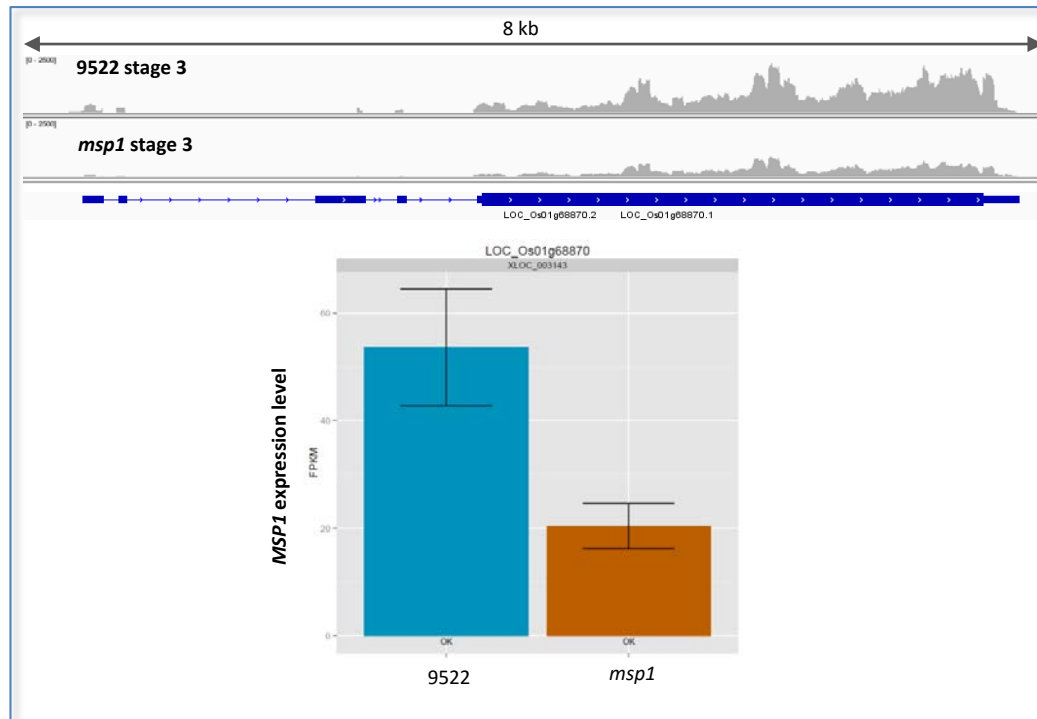

B

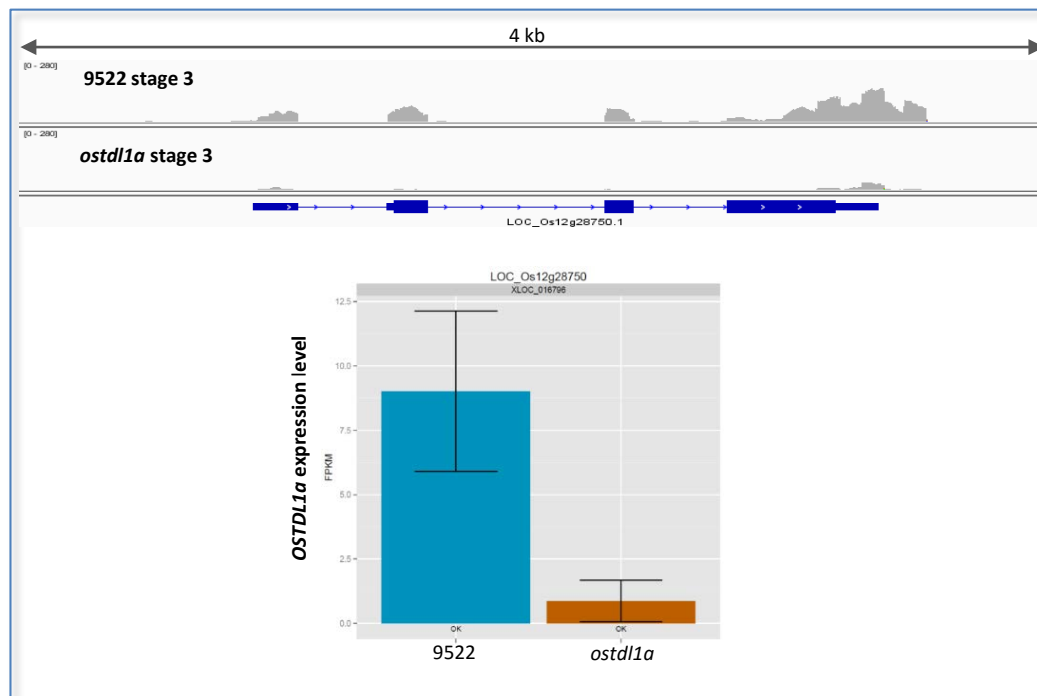

**Figure S1. *MSP1* and *OSTDL1a* transcript levels in stage 3 of rice spikelets in wild type 9522 and two mutants.** Shown are IGV screenshots (upper portion of each panel, with a scale bar in kilobases at the very top) showing the annotated rice gene in blue and the combined or merged set of reads from three replicate RNA-seq libraries mapped to each locus, for either the wildtype (upper grey plot) or mutant (lower grey plot). The transcript levels of *MSP1* (A) and *OSTDL1a* (B) were substantially reduced in the respective mutants. In each panel, the lower box plot indicates the FPKM levels derived from the data in the IGV plots.

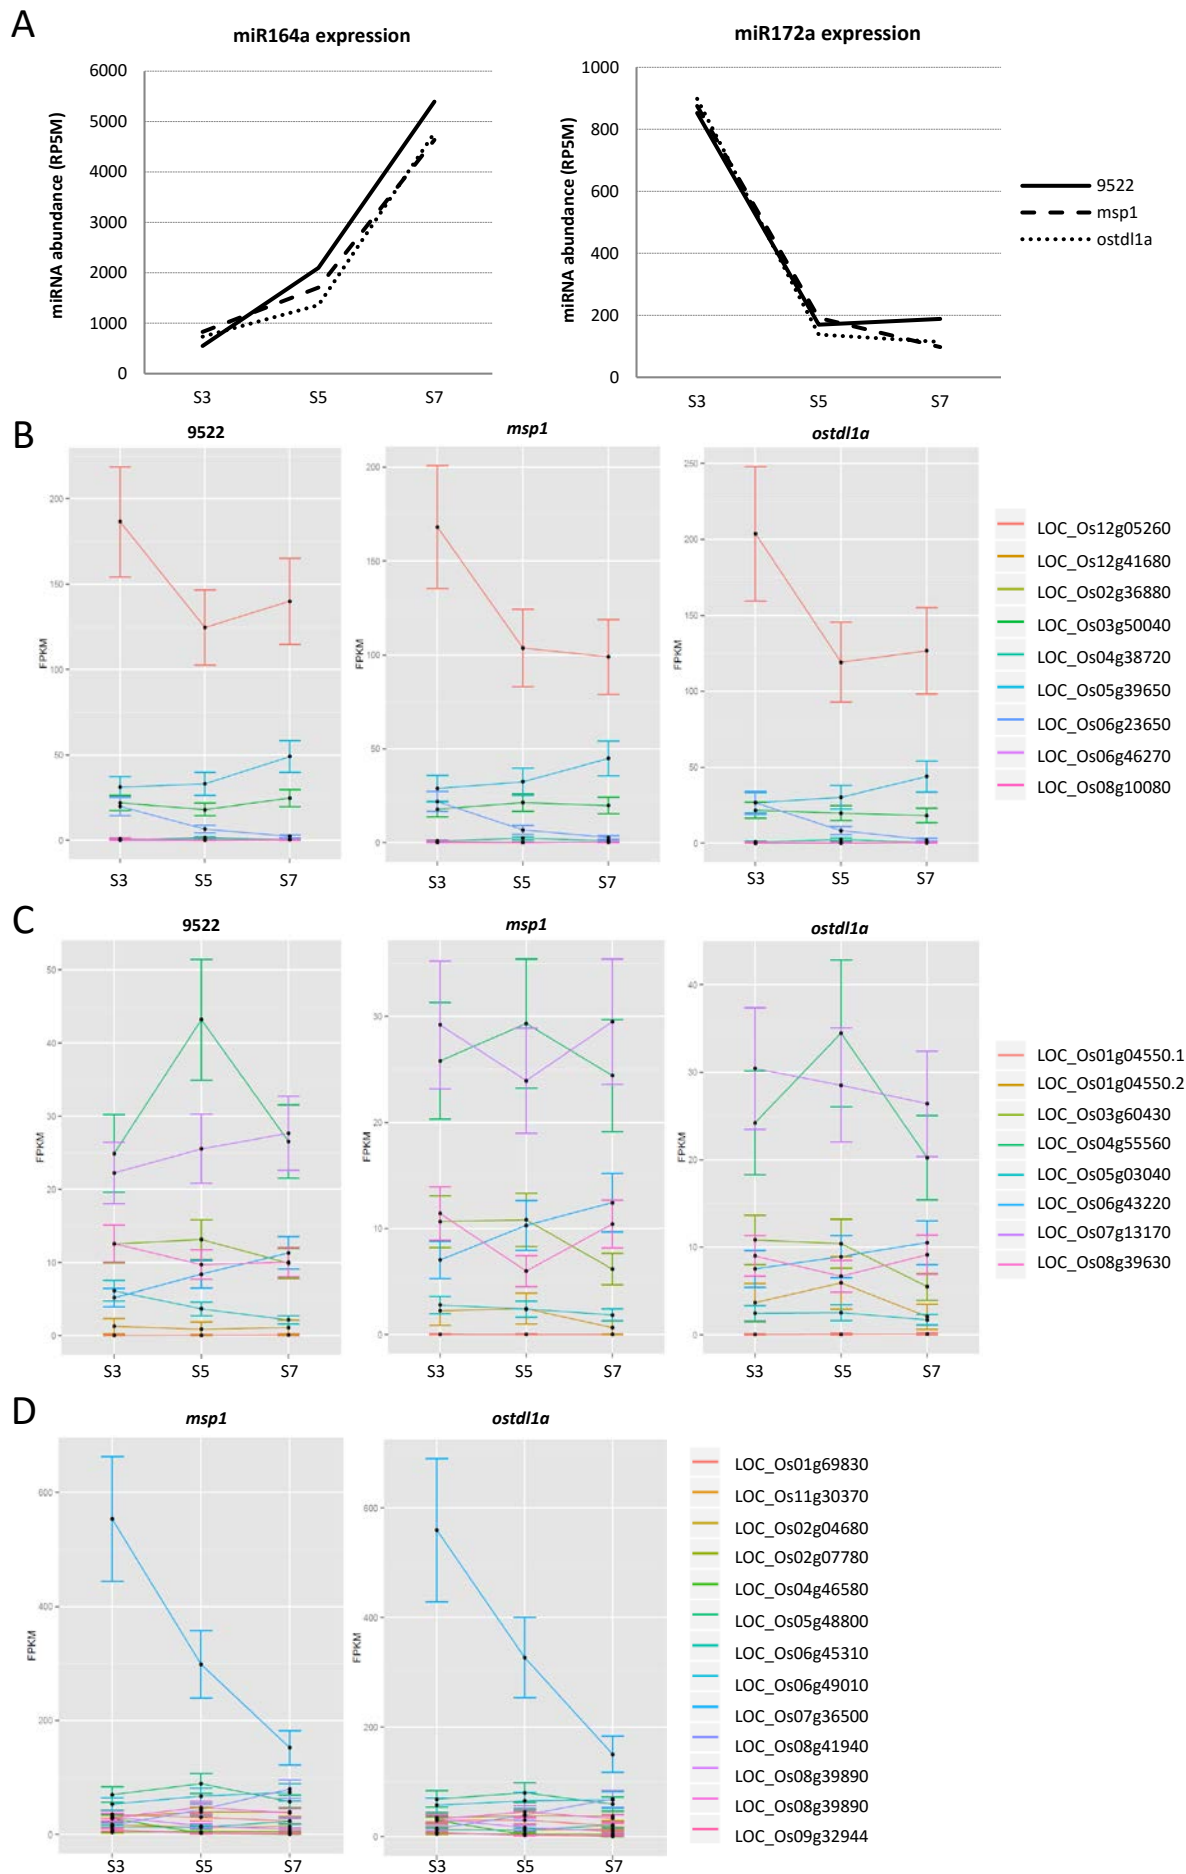

**Figure S2. miRNA and target transcript levels in different stages and backgrounds of rice spikelets.**

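In the mutants, with 6 libraries per stage, miR164a was at 795 ± 136 RP5M at stage 3, 1555 ± 294 RP5M at stage 5 and 4852 ± 542 RP5M at stage 7 (SD, n = 6 each). Against wild-type, the two-sided exact permutation p was 0.0595, 0.0833 and 0.226, with Benjamini-Hochberg values of 0.178, 0.214 and 0.407 over 18 comparisons of mutants with wild-type. Scaled by TMM factors, the difference was 224.1 RP5M at stage 3 (exact permutation p = 0.0119) and -495.8 RP5M at stage 5 (exact permutation p = 0.0476). miR172a was at 904 ± 81.2, 167 ± 33.2 and 109 ± 13.7 RP5M in the mutants at stages 3, 5 and 7 (SD, n = 6 each). At stage 7 each of the 6 mutant libraries was below each of the 3 wild-type libraries, with an exact permutation p of 0.0119 and a Benjamini-Hochberg value of 0.0536.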

(A) Abundances of miR164 and miR172 across the three stages, representing an average of the three replicates.

(B) Levels of the mRNA targets of miR164 (validated in prior publications – see main text), as measured by RNA-seq. Values represent the average of three replicates. miR164 target gene expression.

(C) Levels of predicted mRNA targets of miR172, measured as in panel B.

(D) Levels of predicted mRNA targets of miR156, measured as in panel B; the wildtype transcript levels are shown in Figure 2C and were not duplicated here.

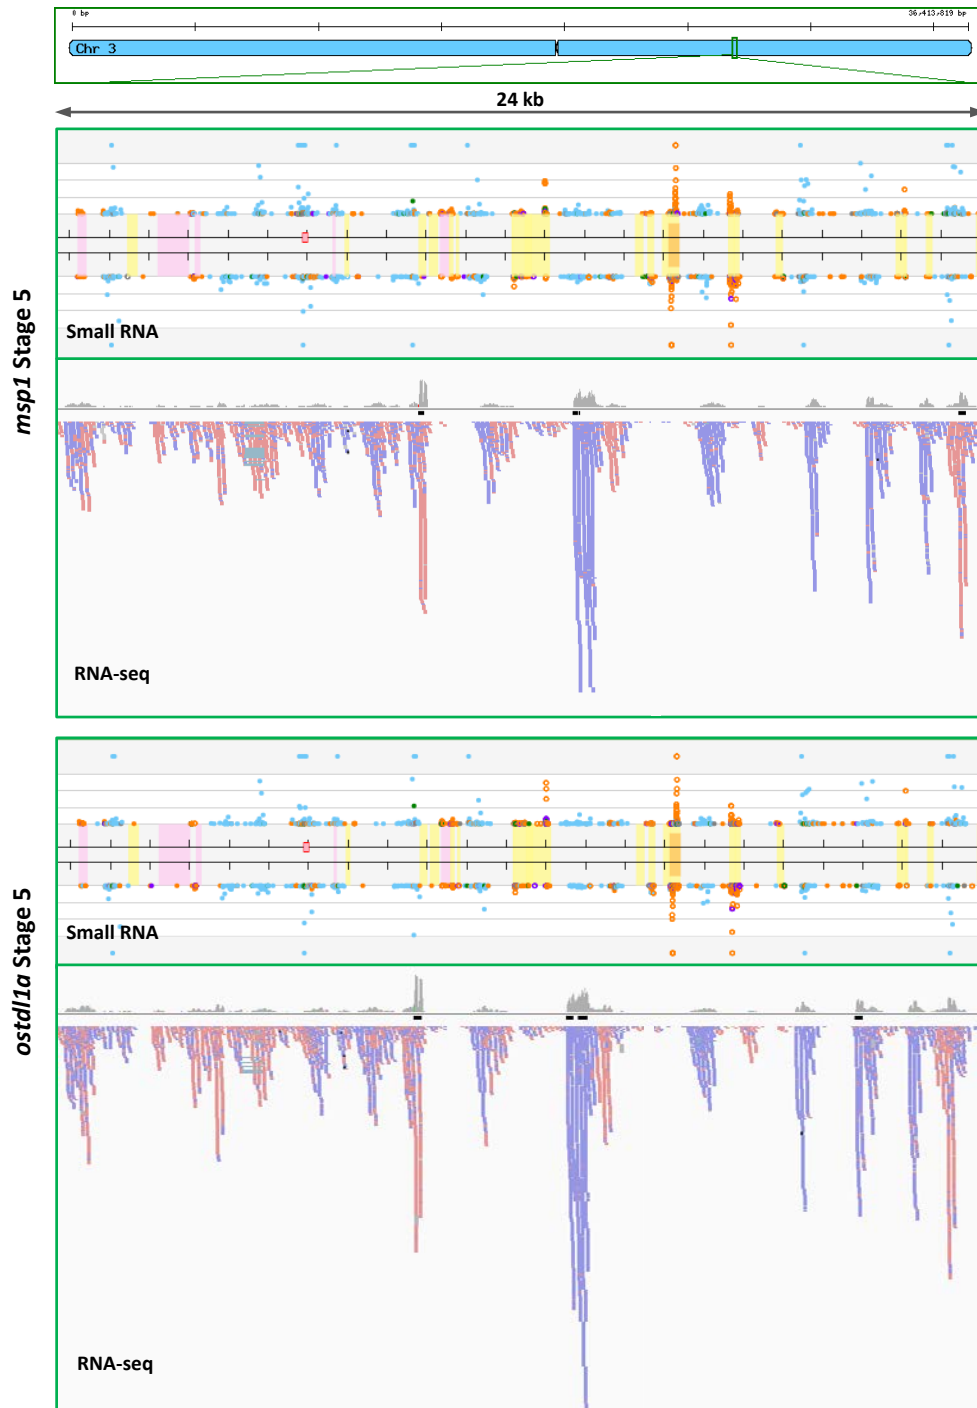

**Figure S3. 21-nt phasiRNAs and precursor transcripts were unaffected in both *msp1* and *ostd1a* mutants at stage 5.**

A cluster of phasiRNA loci from rice chromosome 3 (approximate location indicated in the image at the very top) were measured in both the *msp1* and *ostd1a* mutants; the wildtype data are shown in Figure 4 and were not duplicated here, as there is essentially no difference between the mutant and wildtype levels. For the two mutants, the upper image indicates the small RNAs mapped to this 24 kb genomic region. Each dot is a small RNA; light blue are 21-nt sRNAs, green are 22-nt, orange are 24-nt. Yellow shaded regions are predicted DNA transposons; pink shaded regions are predicted retrotransposons; orange shaded regions are inverted repeats. The small pink box is an annotated miRNA. The phasiRNA loci are essentially the distinct blocks of 21-nt sRNAs (light blue). The RNA-seq data is an IGV screenshot; blue bars are top-strand reads, and red bars are bottom strand reads.

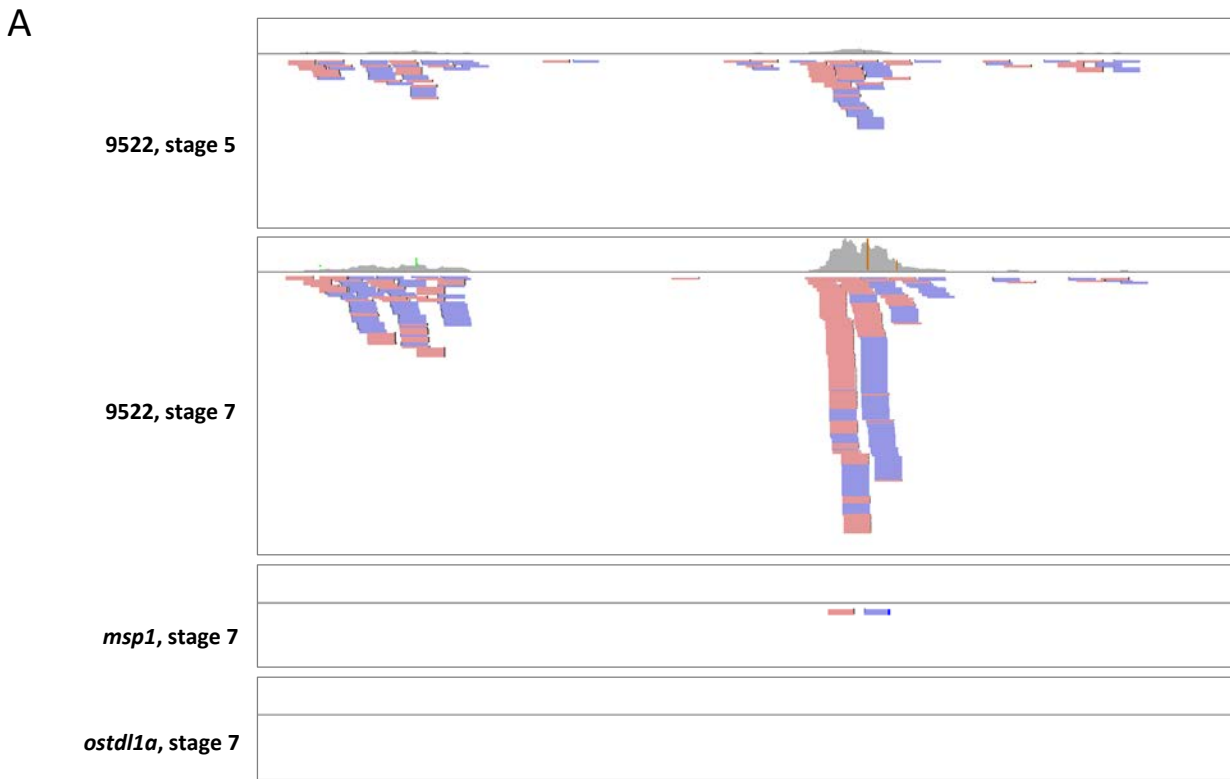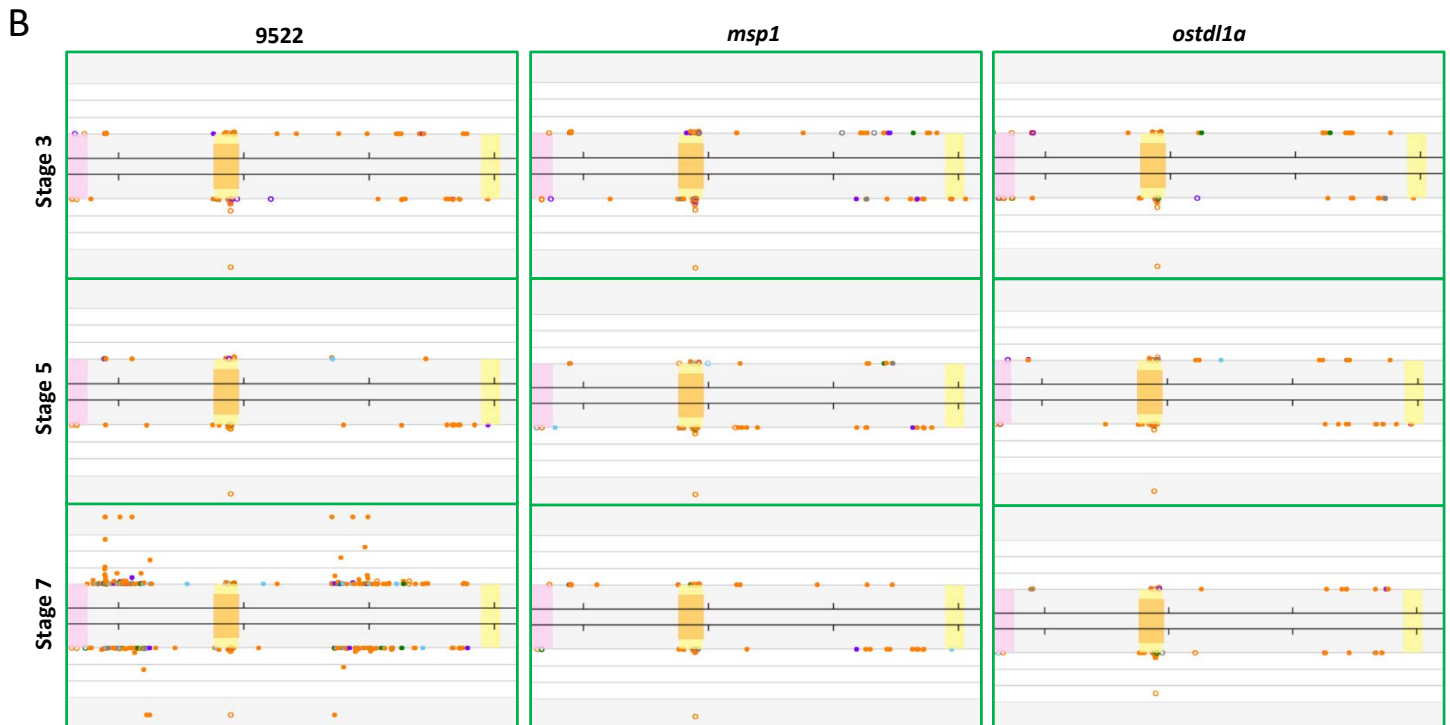

**Figure S4. 24-nt phasiRNAs are strongly impacted in stage 7 spikelets of the two rice mutants.**

(A) RNA-seq data shown in an IGV-generated screenshot of the locus shown in panel B (Chr6: 25,434,100–25,437,750), for stage 5 and stage 7 spikelets of wildtype and stage 7 of the two mutants. Transcripts producing 24-nt phasiRNAs were highly abundant in Stage 7 of wild type 9522 anthers, but absent in the two mutants.

(B) 24-nt phasiRNA levels increase substantially in stage 7 of wild type rice relative to stage 5, and are almost absent in stage 7 of the two mutants. Each row shows a different stage of spikelets as indicated at the left; the dots and colors are as described in Figure S3. Each column of images shows a different genotype, as indicated at the top.

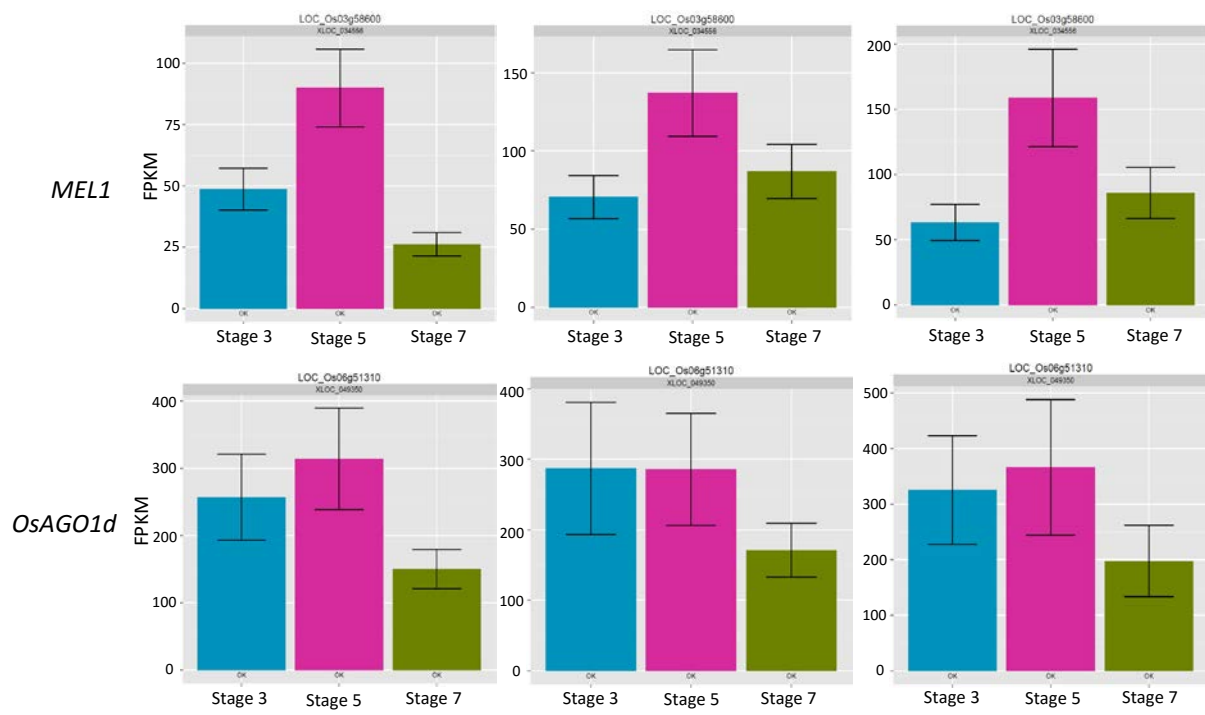

Figure S5. mRNA levels of *MEL1* and *OsAGO1d* in different stages and backgrounds of rice spikelets.

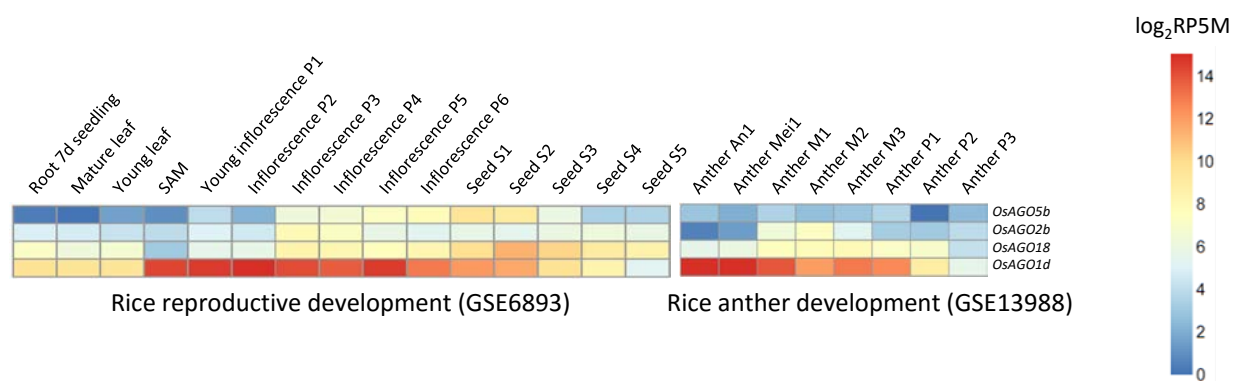

**Figure S6. Expression of AGOs in different tissues and developmental stages of rice anthers in public microarray datasets.**

Anther-specific expression patterns can be observed for *OsAGO1d*, *OsAGO2b*, *OsAGO18*, but not *OsAGO5b*.

How the deposited data were processed for this re-analysis (not part of the article)

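Small RNAs were sequenced from spikelets of wild-type rice and of the *msp1* and *ostdl1a* mutants at stages 3, 5 and 7, with 3 biological replicates for each of the 9 groups. For each of the 27 libraries the authors deposited counts, the number of reads of each distinct small RNA sequence, made by removing adapters and collapsing identical reads. The counts were not normalized and not filtered on genome match or on tRNA and rRNA, since they sum to the total reads of Supplementary Table S1 in all 27 libraries. The RNA-seq libraries of the study were not analysed here.

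Libraries held 5013715 to 5380262 reads, with a median of 5358885, on 1859116 to 2998635 distinct sequences. Shares of read lengths were taken over the reads of 18 to 30 nt, and the 95% Wilson interval of a share in a single library was 0.047 to 0.088 percentage points wide. Abundances in reads per 5000000 reads (RP5M) were the counts divided by the genome-matched reads less the tRNA, rRNA, snRNA and snoRNA reads of Supplementary Table S1, 4057160 to 4859541 per library. A floor of 3 reads then corresponds to 3.09 to 3.70 RP5M. Intervals and floors cover counting error only.

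miRNAs were the 553 distinct mature sequences behind 713 miRBase release 21 names, matched exactly over their whole length, so that identical sequences with several names were counted once. The miR2118 family was the sum of 12 such sequences and the miR2275 family the sum of 3. For miR156, the 20-nt and the 21-nt isoform were counted by their sequences. For each comparison the counts of the libraries compared were fitted with edgeR 4.0.16 under R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest), with library sizes equal to the RP5M denominators and normalization factors of 1. Sequences were kept by filterByExpr with a minimum count of 10, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold, two-sided and with no minimum fold change. The standard error of a log2 fold change was approximated as its absolute value divided by the square root of the quasi-likelihood F statistic. Comparisons ran between stages within a genotype and between mutants and wild-type within a stage, each mutant on its own and both together. Single values were compared with two-sided exact permutation tests of the difference of means, and changes between stages were compared between genotypes by permuting genotype labels within each stage over all 7056 arrangements. With 3 libraries against 3 the smallest possible p is 0.1, and with 3 against 6 it is 0.0119. Benjamini-Hochberg values were computed over 18 comparisons of abundances of mutants with wild-type and over 16 comparisons of changes.

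The miRNAs named in the text are those the paper names and, in each comparison, the 3 largest increases and the 3 largest decreases among miRNAs past the threshold whose libraries did not overlap between the groups, of which fewer may be printed. miR408 and miR398 appear in addition as part of a test described with the observations that prompted it.

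The methods were tested on simulated data with 4-fold changes at a dispersion of 0.03 in 5 runs. The quasi-likelihood test recovered 340 of 340 changed miRNAs, and 2.6% of its 349 calls were false. DESeq2 recovered 99.7% with 1.2% false calls, edgeR's exact test 100% with 2.3%, the replicate block 99.4% with 2.3% and TMM normalization 99.7% with 2.9%. The simulated changes were as often up as down, with no scale shift between libraries. In the data, the median absolute log2 fold change past the threshold was 2.84 in wild-type from stage 3 to stage 5. It was 1.20 from stage 5 to stage 7, and 0.792 for *ostdl1a* against wild-type at stage 7. Recovery of smaller changes and the effect of scaling were thus not tested.

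Alternatives were TMM normalization factors, DESeq2 1.42.0 with its own size factors and Wald test, edgeR's exact test, no filter on low counts, all 27 libraries in a single fit, all distinct sequences of at least 10 counts in at least 3 libraries as features, library sizes of all genome-matched reads, the replicate number as a block and each library left out in turn. For length shares they were reads of 20 to 25 nt, distinct sequences in place of reads and reads that match miRBase sequences left out. For abundances they were the total of the library or its genome-matched reads as denominator, variants with up to 2 nt more or fewer at the 3′ end, scaling by TMM factors and permutation within replicate numbers. To look for pairing, the mean correlation of residuals across 114 miRNAs between libraries of different genotypes at stage 7 was 0.296 for the same replicate number and -0.142 for different numbers. The second value is tied to the first by the removal of group means. No chance distribution was computed, so that the values do not decide on pairing. The replicate block, which uses this pairing, gave 38 miRNAs in *msp1* against wild-type at stage 7 in place of 25, and 62 in *ostdl1a* in place of 39.

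The reads were not mapped to the genome, so counts at *PHAS* loci, phasiRNA totals and their shares were left out. Distinct 21-nt sequences at least 2-fold higher at stage 5 than at stage 3 and distinct 24-nt sequences at least 2-fold higher at stage 7 than at stage 5 in wild-type, both with an adjusted p under 0.05, were summed in their place, a choice made after the data were seen. The values of Supplementary Table S4 were summed per library as the paper's values. Further tools were limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with a pseudocount of 1 RP5M for log2 values in comparisons of replicates.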

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

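The tests of library size, of a scale shift for miR5503, of a defect shared by both mutants for miR5494, of a shared loss of 24-nt sequences for miR5792 and of the miR2275 count near the floor were chosen only after the result was seen.

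In 23 groups of 6 mutant libraries, 2 libraries stood farther from the others than Dixon's test allows at 95%, where 1.15 are expected by chance. The 21-nt miR156 isoform was at 2835 RP5M in *ostdl1a* stage 5 replicate 1, against 1799 to 2116 RP5M in the other 5 mutant libraries of stage 5, a gap of 0.694 of the range. A shift of the whole library's scale was tested by scaling with TMM factors, and the gap remained at 0.68 of the range, still above the critical value of Dixon's test. A scale shift therefore leaves the outlier unexplained, and no biological explanation was tested. Replicate 1 was also the highest of 3 at stage 5 in wild-type, at 3004 against 2488 and 2095 RP5M. In *msp1* it was so by a small margin, at 2116 against 2092 and 2027 RP5M. A difference shared by replicate number 1 thus remains open. The 6 libraries pool both mutants, and the other 2 *ostdl1a* libraries were at 1799 and 2012 RP5M. The miR2275 family was at 1.05 RP5M in *ostdl1a* stage 5 replicate 3 and at 0 in the other 5 mutant libraries. This value rests on 1 read, so that chance at a count near the floor may account for it.

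The shares of 21-nt and 24-nt reads changed differently between stages in wild-type and in the mutants, by a permutation of the genotype labels. From stage 3 to stage 5 the 21-nt share rose by 35.6 percentage points in wild-type and 26.9 in the mutants, a difference of -8.72 points (permutation p = 0.00694, Benjamini-Hochberg value 0.0222). At stage 3 the share was 9.79% in wild-type, 9.67% in *msp1* and 9.68% in *ostdl1a*. The difference is thus nearly the comparison at stage 5 over again, which was -8.84 points (exact permutation p = 0.0119). The 24-nt share fell by 28.9 points in wild-type and changed by -21.5 points in the mutants, a difference of 7.37 points (permutation p = 0.00468, Benjamini-Hochberg value 0.0222). It too was close at stage 3, at 74.2% in wild-type, 73.5% in *msp1* and 74.6% in *ostdl1a*. From stage 5 to stage 7 the 21-nt share changed by -11.0 points in wild-type and 0.544 in the mutants, a difference of 11.5 points (permutation p = 0.000992, Benjamini-Hochberg value 0.00794). The 24-nt share changed by 9.12 points in wild-type and -2.04 in the mutants, a difference of -11.2 points (permutation p = 0.000142, Benjamini-Hochberg value 0.00227). Shares of a library sum to a whole, so that the 21-nt and 24-nt changes are not independent of each other. A difference in library size would need unequal depths, but mean totals of wild-type and mutants differed by 0.074% or less at any stage, for both the 21-nt and the 24-nt share. miRNAs among the 21-nt reads were tested by leaving out reads that match miRBase sequences, after which the difference from stage 3 to stage 5 was -8.32 points (permutation p = 0.0113). The 24-nt sequences that rise in wild-type at stage 7 were tested by leaving them out, after which the 24-nt share still rose by 5.01 points in wild-type from stage 5 to stage 7. The mutants then changed by -2.28 points, a difference of -7.29 points (permutation p = 0.00765). These sequences thus leave a difference between the genotypes in place, and rarer sequences below the count minimum were not tested.

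miR164a rose by 1566 RP5M in wild-type and by 760 RP5M in the mutants from stage 3 to stage 5, a difference of -805.3 RP5M (permutation p = 0.00567, Benjamini-Hochberg value 0.0222). A shift of the scale common to all miRNAs was tested with TMM scaling, and the difference was then -719.9 RP5M with a permutation p of 0.000709. A common scale shift thus leaves the difference in place, and other technical explanations were not tested. The miR2275 family rose by 86.4 RP5M in wild-type and by 0.175 RP5M in the mutants from stage 3 to stage 5, a difference of -86.2 RP5M (permutation p = 0.0119, Benjamini-Hochberg value 0.0317). With 0 reads in all 9 libraries of stage 3, this is the comparison at stage 5 over again, which had a Benjamini-Hochberg value of 0.0536 over 18 comparisons, and no technical explanation was tested. From stage 5 to stage 7 the difference between the changes was -158.0 RP5M (permutation p = 0.0828, Benjamini-Hochberg value 0.147).

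Among miRNAs the paper does not discuss, miR397a, miR528-5p and miR5503 had the largest increases in both mutants at stage 7. Their log2 fold changes in edgeR were 1.96 (adjusted p = 0.00248), 1.66 (adjusted p = 2.46e-05) and 1.57 (adjusted p = 0.00893). miR397a was higher in 6 of 6 mutant libraries than in every wild-type library, at 35.9 against 9.11 RP5M, and so was miR528-5p, at 108100 against 34160 RP5M. miR5503 went from 8.35 to 25.3 RP5M, on 22 reads in the 3 wild-type libraries. For miR528-5p and miR397a as well as for miR5503, a scale shift common to all miRNAs was tested by the median log2 fold change of the miRNAs tested, which was 0.15 in both tests and far below these changes. A candidate explanation for miR397a and miR528-5p is a joint change of copper-responsive miRNAs, a group that also holds miR408 and miR398. In edgeR, miR408-3p had a log2 fold change of 1.45 (adjusted p = 0.0033) and miR408-5p of 0.71 (adjusted p = 0.00676). miR398b, the member set aside as the test, was higher in 6 of 6 mutant libraries than in every wild-type library, but on 33 reads at stage 7 with an exact permutation p of 0.0833, and miR398a had 0 reads. The pattern cannot be told apart from one without a joint copper response at this depth. With TMM normalization factors, the number of miRNAs that differ in *ostdl1a* at stage 7 was 25 in place of 39.

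miR5792, a 24-nt sequence, had a log2 fold change of -12.37 in both mutants at stage 7, from 2811 RP5M in wild-type to 0.39 RP5M. A 1-base variant of the sequence in the mutants was tested, and the most abundant sequence 1 substitution away had 1 read in the 6 mutant libraries of stage 7. The loss of stage 7 24-nt sequences shared by both mutants was tested next. Of the 1859 sequences that rose at least 8-fold in wild-type, a set that holds miR5792 itself, 92.3% (1715) were below 1% of wild-type in both mutants. Its loss may thus be part of that shared loss, as a hypothesis found on the same data.

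miR5494 had a log2 fold change of -12.46 in *ostdl1a* at stage 7 (adjusted p = 1.99e-29) and 5 reads in the 9 *ostdl1a* libraries, against 10514 in the other 18. A 1-base variant in *ostdl1a* was tested, and the most abundant sequence 1 substitution away had 0 reads there. The developmental defect shared by both mutants would lower it in *msp1* too, where it was 1.84 times as abundant as in wild-type at stage 7. At the earlier stages it was lower in *msp1* than in wild-type, at 19.5 against 26.9 RP5M at stage 3 and 585 against 940.4 RP5M at stage 5, but not absent. A general loss of 21-nt sequences that rise to stage 5 was tested as well, and 0.488% (60 of 12287) of them were below 1% of wild-type in *ostdl1a* at stage 5. A difference at the locus of miR5494 in the *ostdl1a* line, by the mutation or by its background, may remain as an explanation, and it was not tested on genome sequence.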

How the results depend on the processing

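The alternatives were set before the data were examined, except those with genome-matched reads as library size or denominator and all those of the rising 21-nt and 24-nt sequences, which were chosen after seeing the data. The comparisons of miRNA counts with other splits of the libraries were tests chosen only after the result was seen. In all, 66 results were recomputed under 830 alternative values. Of these, 723 kept their direction and side of the threshold, or stayed within 1.5 times for a count. Another 71 counts moved further, 10 values fell below the threshold, 10 passed it and 16 reversed. Except where a test is given, the cause was not tested.

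The total counts of miRNAs between stages stayed within 1.5 times under each alternative that kept all libraries, except *msp1* from stage 5 to stage 7, which had 44 in place of 69 with the replicate block. The split by direction moved more. From stage 3 to stage 7, *ostdl1a* had 59 higher and 49 lower with DESeq2, in place of 75 and 24. Wild-type from stage 5 to stage 7 moved the other way with TMM factors, to 31 higher and 22 lower in place of 24 and 26. The counts between mutants and wild-type moved more. With the replicate block, *msp1* at stage 7 had 38 miRNAs and *ostdl1a* 62, and both mutants together had 11 at stage 3 and 2 at stage 5. With TMM normalization factors, *msp1* had 6 at stage 5, and *ostdl1a* 11 at stage 3, 6 at stage 5 and 25 at stage 7. With DESeq2, *msp1* had 1 at stage 3, 6 at stage 5 and 15 at stage 7, and *ostdl1a* 8, 5 and 21. With edgeR's exact test, *msp1* had 1 at stage 3, *ostdl1a* 5 at stage 5 and both together 10 at stage 3. Without a filter on low counts, *msp1* had 4 at stage 3, and both together 2 at stage 3 and 3 at stage 5. In a fit of all 27 libraries, *msp1* had 12 at stage 5, *ostdl1a* 9 at stage 3 and 17 at stage 5, and both together 13 at stage 3. With all distinct sequences as features, *msp1* had 2 at stage 3 and 5 at stage 5, and *ostdl1a* 5 at stage 5 and 25 at stage 7. With genome-matched reads as library sizes, each of the 18 counts stayed within 1.5 times.

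Across the fits that each left out one library, the count of wild-type from stage 5 to stage 7 ranged from 24 to 48. The other 8 counts between stages stayed within 1.5 times. For *msp1* against wild-type the counts ranged from 0 to 2 at stage 3, from 1 to 13 at stage 5 and from 11 to 42 at stage 7. For *ostdl1a* they ranged from 2 to 14, from 2 to 6 and from 21 to 61, and for both mutants together from 0 to 8, from 2 to 15 and from 15 to 51. The number of miRNAs that differ between mutants and wild-type at stage 5 or stage 7 thus depends on single libraries.

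Of the 10 splits of the 6 libraries in a comparison of 3 against 3, only the 4 that part same-numbered replicates were compared with the real one, so that no share under 0.05 is possible. For each of the 9 comparisons between stages, 1 of the 4 splits gave as many miRNAs, the real one, and the others of the 4 gave 0. The same held for *msp1* at stages 5 and 7 and for *ostdl1a* at stages 3, 5 and 7, where 1 of the 4 splits, the real one, gave as many and at most 1 miRNA was found in another. The 6 splits that do not part same-numbered replicates gave at most 1 miRNA in each of these comparisons. *msp1* against wild-type at stage 3 had 0 miRNAs in 4 of the 4 splits, with 22 at an unadjusted p under 0.05 in the real one. For both mutants together at stages 3, 5 and 7, 1 of the 27 splits that part replicates in the same way, the real one, gave as many, and the others gave at most 2. Among the splits that do not, up to 5 miRNAs differed at stage 3, up to 10 at stage 5 and up to 1 at stage 7. For the rising 24-nt and the rising 21-nt sequences, 1 of the 4 splits gave as many, the real one, and the others gave 0. All splits but the real one mix libraries of both groups on at least 1 side, where a real difference widens the spread. Few calls in them are thus likely whenever the groups differ, and they do not estimate the number of false calls.

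The rising 24-nt sequences numbered 1859 in place of 3252 when at least an 8-fold rise was required, a setting chosen after seeing the data, and 2774 to 3529 with a library left out. The rising 21-nt sequences numbered 12945 to 14570 with a library left out, in place of 12287. The minimum of 10 counts was then required in 2 of the libraries compared in place of 3, after a first selection over all 27 libraries. Whether the lower requirement raised the 21-nt number was not tested.

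The 21-nt share at stage 5 was lower in the mutants under each alternative, between -9.66 and -8.04 percentage points with a library left out. The 24-nt share of wild-type changed from stage 5 to stage 7 by -0.477 points when distinct sequences were counted, the reverse of the change in reads. In *msp1* the same step was between -0.323 and 1.34 points with a library left out. The other steps of the 24-nt share kept their direction under each alternative.

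For miR164a in the mutants against wild-type, TMM scaling gave 224.1 RP5M at stage 3 and -495.8 RP5M at stage 5, both past an exact permutation p of 0.05. For the 20-nt miR156 isoform at stage 3, the total of the library as denominator gave -600.4 RP5M and permutation within the replicate block -680.7 RP5M, both no longer past it. For the 21-nt isoform, TMM scaling gave -422.5 RP5M at stage 3 and -411.5 RP5M at stage 7, both past it. With a library left out, miR164a in the mutants ranged from 195.0 to 274.6 RP5M at stage 3, from -826.1 to -345.6 at stage 5 and from -1146 to -291.8 at stage 7. miR172a ranged from -0.394 to 32.8 RP5M for wild-type from stage 5 to stage 7, and in the mutants from -70.0 to 132.6 at stage 3 and from -24.8 to 6.92 at stage 5. The 20-nt miR156 isoform ranged from -513.6 to 130.0 RP5M for wild-type from stage 3 to stage 7 and from -801.8 to -549.4 in the mutants at stage 3. In 8 of the 9 runs this difference of the mutants at stage 3 was no longer past 0.05, with an exact permutation p up to 0.179. The 21-nt isoform in the mutants ranged from -391.6 to -235.0 RP5M at stage 3, from -599.5 to -144.9 at stage 5 and from -334.9 to 152.6 at stage 7. The miR2118 family in the mutants ranged from -8.62 to 21.8 RP5M at stage 3 and from -31.3 to 68.2 at stage 5. The directions of the differences in miR2275 at stages 5 and 7 and in miR172a at stage 7 held under each alternative run.

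Some alternatives were not run because reads were not mapped to the genome. These are all results on *PHAS* loci and phasiRNA totals or shares, including loci extended at each end, sequences counted once, reads divided by the number of matches, sequences with a single match, TMM factors and DESeq2 on loci, no filter on loci, and a minimum 2-fold change for loci. Leaving out miRBase sequences that match a *PHAS* locus was not run either. The depth limits what can be said of miRNAs near the floor of 3.09 to 3.70 RP5M, such as miR2275 in the mutants at stage 7, at 6 reads in *msp1* and 12 in *ostdl1a*.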

Differences from the paper's values

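Of 39 values that the paper states or lists and that were also computed here, 14 differed, where one value was more than 1.5 times the other and the gap exceeded the SD of the replicates, if there was one. The other 25 are not all equal to the paper's, and some differ by up to 1.5 times. Of the 14, 6 are counts of miRNAs listed in Supplementary Table S3, 5 between stages and 1 against wild-type, and 8 are counts against wild-type read by eye from Table 1. Alternatives are those set before the data were examined, 13 for each count. With each of them not named beside a count, the difference remained.

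The paper's value for miRNAs lower at stage 7 than at stage 5 in wild-type is 11, and the value here was 26. Without wild-type stage 7 replicate 1 it was 11. For *msp1* from stage 5 to stage 7 the paper's value is 16 and the value here was 31. With the replicate block it was 18, and without *msp1* stage 7 replicate 1 it was 23. For *ostdl1a* from stage 3 to stage 5 the paper's value is 13 and the value here was 21. It was 19 with all distinct sequences as features, 19 without stage 3 replicate 1, 17 without stage 3 replicate 2, 16 without stage 5 replicate 2 and 18 without stage 5 replicate 3. For *ostdl1a* from stage 5 to stage 7 the paper's value is 3 and the value here was 15, and no alternative closed the gap. For *ostdl1a* from stage 3 to stage 7 the paper's value is 14 and the value here was 24. It was 18 with the replicate block, 18 without stage 3 replicate 2, 21 without stage 7 replicate 1 and 19 without stage 7 replicate 2.

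For miRNAs lower in *msp1* than in wild-type at stage 3, the paper's value is 1, and the value here was 0, with 22 miRNAs of either direction at an unadjusted p under 0.05. It was 1 without a filter on low counts and 1 without *msp1* stage 3 replicate 1. For those lower at stage 5 the paper's value is about 9 in Table 1, read by eye, and the value here was 2. It was 6 with DESeq2, 11 in a fit of all 27 libraries and 12 without wild-type stage 5 replicate 3. For those higher at stage 7 the paper's value is about 8 in Table 1, read by eye, and the value here was 14. It was 7 with TMM factors, 6 with DESeq2, 10 without a filter on low counts and 12 with all distinct sequences as features. It was 9 without wild-type stage 7 replicate 1, 7 without wild-type replicate 3 and 8 without *msp1* replicate 2 or replicate 3. For those lower at stage 7 the paper's value is about 4 in Table 1, read by eye, and the value here was 11. It was 6 in a fit of all 27 libraries and 6 without *msp1* stage 7 replicate 1 or replicate 2.

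For miRNAs higher in *ostdl1a* than in wild-type at stage 3, the paper's value is about 0 in Table 1, read by eye, and the value here was 2, and no alternative closed the gap. For those higher at stage 5 the paper's value is about 2 in Table 1, read by eye, and the value here was 0, with 30 miRNAs of either direction at an unadjusted p under 0.05. It was 3 with TMM factors and 2 with DESeq2. For those lower at stage 5 the paper's value is about 6 in Table 1, read by eye, and the value here was 3. It was 4 with edgeR's exact test, without a filter on low counts and with all distinct sequences as features, and 5 without wild-type stage 5 replicate 1 or replicate 2. For those higher at stage 7 the paper's value is about 13 in Table 1, read by eye, and the value here was 27. It was 10 with TMM factors, 18 with edgeR's exact test and 16 with all distinct sequences as features. It was 13 without wild-type stage 7 replicate 1, 14 without wild-type replicate 3, 16 without *ostdl1a* replicate 2 and 13 without *ostdl1a* replicate 3. For those lower at stage 7 the paper's value is about 5 in Table 1, read by eye, and the value here was 12. It was 7 without *ostdl1a* stage 7 replicate 2.

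For wild-type between stages 5 and 7, the paper puts both the higher and the lower miRNAs below a limit, which the 24 higher and 26 lower miRNAs found here exceed.

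The paper gives 21-nt small RNAs as the largest class of wild-type at stage 5. Here the 24-nt share was the larger in replicates 1 and 2, at 46.9% and 46.1% against 43.8% and 45.4%, and the 21-nt share in replicate 3, at 47.0% against 42.9%. The paper's profile is of reads aligned to the genome, while the shares here cover all reads. Of these, 90.33%, 90.93% and 91.32% matched the genome in the 3 libraries. Whether the unmatched reads account for the difference cannot be told.

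Supplementary Table S3 gives 15 changes of 5 miRNAs between stages with the opposite direction to the one found here, and 12 of them were past the threshold here. It lists miR528-5p as lower at stage 7 than at stage 3 in wild-type, where it rose from 1315 to 34155 RP5M here, a log2 fold change of 4.70. It lists miR167a-5p as higher at stage 5 than at stage 3 in wild-type, where it went from 30005 to 10466 RP5M here, a log2 fold change of -1.52. It lists miR5497 as lower at stage 5 than at stage 3 in wild-type, with a log2 fold change of 5.23 here. It lists miR166a-3p and miR166k-3p as higher at stage 7 than at stage 3 in wild-type, with log2 fold changes of -0.84 and -1.14 here. In each of the 15 changes the larger mean was at least 14434 RP5M, and the cause was not tested.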

Other observations

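The tests of a ligation bias, of library composition by 5′ base and of an uneven number of missing sequences were chosen only after the result was seen.

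Sequences of at least 50 counts in each of 2 genotypes that were below 1% in the third were sought among 69053 distinct sequences. There were 109 missing in *ostdl1a*, among them miR5494, 53 missing in wild-type and 6 missing in *msp1*. The largest number was 18.2 times the smallest, which restates the counts. No distribution under chance was computed, and sequences of one locus are not independent, so that the uneven numbers cannot be told apart from chance. Differences of 1 base between the lines were tested, and 0.595% (1 of 168) of the missing sequences had a partner 1 substitution away with the opposite pattern, against 0 of 1000 control sequences. Substitutions of 1 base thus leave nearly all of them unexplained. Deletions or other larger differences between the genetic backgrounds of the lines may be the source, which was not tested on genome sequence.

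The 24-nt sequences that rose in wild-type summed to 493521 RP5M at stage 7, against 180251 RP5M for the paper's 50 loci. Reads that do not match the genome were tested as a source, and by Supplementary Table S1 they were -25400 RP5M different in wild-type, at 657461 RP5M against 682911 RP5M in the mutants. The SD of the mutants was 126100 RP5M. Unmatched reads of all lengths rose from 509900 RP5M at stage 5 to 657461 RP5M at stage 7 in wild-type and from 561216 to 682911 RP5M in the mutants. These are totals over all lengths, in which a gain of unmatched 24-nt reads could be offset by losses at other lengths. How much of the excess unmatched reads account for therefore cannot be told. Cutting of double-stranded precursors, as for phasiRNAs, was tested by the share of sequences with a partner on the other strand that leaves a 2-nt overhang. Of 3170 rising sequences 47.9% had such a partner, against 15.6% of 3170 other 24-nt sequences matched on reads, a difference of 32.3 percentage points. Sequences inside the paper's loci were not set apart, so that the source of the excess cannot be told from this test.

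The 5′ C share of 21-nt reads at stage 7 was 34.4% ± 1.08 in the 6 mutant libraries and 30.2% ± 0.389 in the 3 wild-type libraries, higher in 6 of 6 (exact permutation p = 0.0119). Over 24 tests of length, base and stage its Benjamini-Hochberg value was 0.0714, so that it fails the correction, and 4 of the 24 tests had this p, the smallest possible. One of them is the same share at stage 3 with the reverse direction, at 12.2% in the mutants and 14.0% in wild-type, a difference of -1.81 percentage points. A ligation bias for 5′ C would raise the share among 24-nt reads too, where the difference was -0.737 percentage points (exact permutation p = 0.381). A larger part of 21-nt sequences that rise from stage 3 to stage 5 was tested within that set, where the difference was 5.06 points, no smaller than the 4.22 points in all 21-nt reads. Neither explanation accounts for the difference, and a different choice of phasiRNAs in the mutants was not tested.

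Wild-type stage 5 replicate 2 and wild-type stage 7 replicate 2 stood apart in the 1859 24-nt sequences that rose at least 8-fold. They summed to 2968 RP5M in the former, against 565 and 341 RP5M in the other stage 5 libraries, and to 321573 RP5M in the latter, against 508720 and 517516 RP5M. Slightly older spikelets in stage 5 replicate 2 would shift its miRNAs along the change from stage 5 to stage 7 in the mutants. Pearson's r across 114 miRNAs with that change was -0.149. In the same library miR2275, at 124 against 61.9 and 73.1 RP5M, and miR164a, at 2575 against 2187 and 1614 RP5M, were the highest of 3, and both rise towards stage 7, but so was miR2118, at 451 against 273 and 252 RP5M, which falls towards stage 7. Slightly younger spikelets in stage 7 replicate 2 would give a negative r, which was 0.155. There miR2275, at 299.5 against 208 and 235 RP5M, and the 21-nt miR156 isoform, at 4390 against 3415 and 3666 RP5M, were the highest of 3, the reverse of younger spikelets. Other values went with younger spikelets. miR2118, at 151 against 111 and 132 RP5M, and the 21-nt share, at 37.0% against 33.5% and 32.9%, were the highest of 3 too, and both fall towards stage 7. The other libraries of stages 5 and 7 reached r from -0.428 to 0.4, so that a difference in age cannot be told apart from the spread between replicates. A part of this spread went with the replicate number at stage 7. There r was negative in replicate 3 of wild-type, *msp1* and *ostdl1a*, at -0.281, -0.428 and -0.245, and positive in replicates 1 and 2. A difference in library composition by 5′ base was looked for in the 5′ G share of 21-nt reads, where 1 of the 2 libraries was the highest or lowest of its 3. Since 2 of any 3 libraries are highest or lowest, this number decides nothing, and at stage 5 replicate 2 lay between the others, at 7.00% against 6.66% and 12.7%. At stage 7, however, replicate 2 had the lowest share in each genotype, at 5.55% in wild-type, 5.29% in *msp1* and 3.65% in *ostdl1a*. The composition of the libraries thus went with the replicate number at that stage. Whether this lowered the 24-nt sum of wild-type stage 7 replicate 2 was not tested, and no biological explanation other than age was tested.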
